# Transcriptome profiling of brain myeloid cells revealed activation of *Itgal*, *Trem1*, and *Spp1* in western diet-induced obesity

**DOI:** 10.1186/s12974-019-1527-z

**Published:** 2019-08-19

**Authors:** Hongtian Yang, Leah C. Graham, Alaina M. Reagan, Weronika A. Grabowska, William H. Schott, Gareth R. Howell

**Keywords:** Obesity, Western diet, Myeloid cells, Microglia, Monocytes, Neutrophils, *Spp1*, Osteopontin

## Abstract

**Background:**

Environmental factors are critical in the development of age-related cognitive decline and dementia. A western diet (WD) can cause nutrient deficiency and inflammation that could impact cognition directly. It is increasingly recognized that innate immune responses by brain myeloid cells, such as resident microglia, and infiltrating peripheral monocytes/macrophages may represent an essential link between a WD, cognitive decline, and dementia. Our previous data demonstrated that chronic consumption of a WD induced inflammation through brain myeloid cells in aging mice and a mouse model of Alzheimer’s disease (AD). However, the subtypes of myeloid cells that contribute to the WD-induced inflammation remain unclear.

**Methods:**

C57BL/6J (B6), myeloid cell reporter mice (B6.*Ccr2*^*RFP/+*^*Cx3cr1*^*GFP/+*^), and *Ccr2*-deficient mice (B6.*Ccr2*^*RFP/RFP*^) were fed a WD or a control chow diet (CD) from 2 to 6 or 12 months of age. CD11b+CD45^lo^ and CD11b+CD45^hi^ cells from WD- and CD-fed B6 or *Ccr2*-deficient mice were characterized using flow cytometry, RNA-sequencing, and immunofluorescence.

**Results:**

*Ccr2*::RFP expressing myeloid cells were significantly increased in brains of WD- compared to CD-fed mice, but were not elevated in *Ccr2*-deficient WD-fed mice. The percent of CD11b+CD45^hi^ cells was significantly increased in WD- compared to CD-fed mice. Comparison of RNA-sequencing data with immune cell data in ImmGen supports that CD11b+CD45^hi^ cells from WD-fed mice are enriched for peripheral monocytes and neutrophils. Ingenuity pathway analysis predicted these cells elicit proinflammatory responses that may be damaging to the brain. Using stringent criteria for gene expression levels between CD11b+CD45^hi^ and CD11b+CD45^lo^ cells, we identified approximately 70 genes that we predict are uniquely expressed in infiltrating cells, including *Itgal*, *Trem1*, *and Spp1* (osteopontin, OPN*)*. Finally, we show a significantly greater number of OPN+IBA1– cells in WD- compared to CD-fed mice that we propose are activated neutrophils based on ImmGen data. OPN+IBA1– cells are not significantly increased in *Ccr2*-deficient WD-fed mice.

**Conclusions:**

These data further support the model that peripheral myeloid cells enter the brain in response to diet-induced obesity. Elucidating their contribution to age-related cognitive decline and age-related neurodegenerative diseases should offer new avenues for therapeutic intervention in Alzheimer’s disease and related dementias, where diet/obesity are major risk factors.

**Electronic supplementary material:**

The online version of this article (10.1186/s12974-019-1527-z) contains supplementary material, which is available to authorized users.

## Introduction

Obesity continues to be a major health issue in the USA, with the past decade demonstrating a significantly increasing trend nationwide. From 2015 to 2016, the prevalence of obesity was 39.8% in adults and 18.5% in youths [1]. Estimates for obesity-related healthcare costs range from $147 billion to nearly $210 billion per year [2, 3]. Genetic predisposition as well as lifestyle choices such as chronic consumption of a western diet and lack of exercise can lead to the development of obesity. A cellular hallmark of obesity is inflammatory circulating macrophages and other immune cells infiltrating into adipose tissue, inducing low-grade inflammation that affects peripheral tissues [4]. Obesity associated-inflammation results in a high incidence of comorbidities, including type 2 diabetes and cardiovascular disease [4].

Obesity is also associated with an increased incidence of cognitive decline and dementia. Studies suggest obesity, particularly mid-life obesity, increases the chances of cognitive decline and Alzheimer’s disease by six-fold [5, 6]. Like inflammation in peripheral tissue, obesity promotes inflammatory responses in the brain, which can then result in progressive cognitive decline [7, 8]. Recent data suggest that innate immune responses mediated by myeloid cells (including brain-resident microglia and infiltrating macrophages from the periphery) likely represent an important link between obesity, cognitive decline, and AD [9–13]. Our previous study showed robust glial responses following chronic consumption of a western diet, including an increase in IBA1+TREM2+ myeloid cells in the brains of aging C57BL/6J (B6) and B6.*APP/PS1* mice [10]. Additional studies in mouse models have shown that a high-fat diet is associated with neuroinflammation by both microglia [9, 14–16] and infiltrating myeloid cells in the brain [17]. However, it is not clear whether the activity of microglia or infiltrating myeloid cells is beneficial or detrimental during obesity, in part because specifically distinguishing and targeting these myeloid cell subtypes are challenging [18]. Deep characterization of myeloid cell subpopulations (e.g., microglia versus peripheral monocytes) in the context of obesity would help define the different cell types to test their beneficial or damaging functions. Understanding specific cell parameters under different conditions will allow targeted therapeutic interventions for obesity and related neurological diseases that share similar neuroinflammatory components.

In this study, we provide data to support peripheral myeloid cell infiltration into the brain during chronic western diet consumption in a CCR2-dependent manner. Traditionally, myeloid cells in the brain have been characterized by the presence of CD11b and differential levels of CD45—with CD45^hi^ cells representing peripheral myeloid cells and CD45^lo^ cells representing microglia. Therefore, we characterized the transcriptomes of CD11b+CD45^lo^ and CD11b+CD45^hi^ cells using flow cytometry and RNA sequencing. Analyses of flow cytometry and transcriptomic data support our model that CD11b+CD45^hi^ cells from WD-fed mice are enriched for multiple subtypes of responding microglia and infiltrating immune cells including monocytes/macrophages and neutrophils. We identified a set of 73 genes that are highly enriched in CD11b+CD45^hi^ compared to CD11b+CD45^lo^ cells that provide a new resource for more precisely defining the roles of infiltrating myeloid cells in brain health and disease.

## Methods

### Animals

All methods are in accordance with The Jackson Laboratory Institutional Animal Care and Use Committee (IACUC) approved protocols. All the mice used in this study including C57BL/6J (B6, stock no. 000664), *Ccr2*^*RFP/RFP*^*Cx3cr1*^*GFP/GFP*^ (stock no. 032127), *Ccr2*^*RFP/RFP*^ (stock no. 017586), and B6.*APP/PS1* (stock no. 034832) were obtained from The Jackson Laboratory. All mouse strains were maintained on a B6 genetic background. Homozygous *Ccr2*^*RFP/RFP*^*Cx3cr1*^*GFP/GFP*^ mice were crossed to B6 to make heterozygous *Ccr2*^*RFP/+*^*Cx3cr1*^*GFP/+*^ mice for visualization of RFP+ and GFP+ cells. Homozygous *Ccr2*^*RFP/RFP*^ mice were crossed to B6 to generate heterozygous *Ccr2*^*RFP/+*^ mice, which were then intercrossed to generate *Ccr2*^*RFP/RFP*^ referred to as (*Ccr2*-KO) mice and *Ccr2*^*+/+*^ referred to as wild type (WT) littermate controls. Both males and females were used in all histological experiments, but only males were used for flow cytometry and fluorescent activated cell sorting (FACS). All mice were maintained on a 12/12 h light/dark cycle. All aged (20 months), young (3 months), and middle-aged (12 months) chow diet (CD) cohorts were maintained from wean on standard LabDiet® 5 K52 (control chow diet, CD) [10]. The 12-month western diet (WD) cohort was switched to TestDiet® 5 W80 diet adapted from TestDiet® 5TLN with added high fructose corn syrup, lower fiber, and increased milk protein and fat at 2 months [10]. Daily monitoring of mice via routine welfare check was carried out to determine their general well-being. Approximately 10% of WD-fed mice developed dermatitis and were eliminated from this study using an IACUC-approved CO_2_ euthanasia protocol.

### Mouse perfusion and tissue preparation

Tissues from all WD studies were collected at 3 months and 12 months of age. Tissue from B6.*APP/PS1* and aged B6 mice were collected at 6 months and 20 months, respectively. Mice were anesthetized with a lethal dose of ketamine/xylazine, transcardially perfused with 1X phosphate-buffered saline (PBS), and brains carefully dissected and hemisected at the midsagittal plane. One hemisphere was snap-frozen, and the other half immersion fixed in 4% paraformaldehyde (PFA) for two nights at 4 °C. After fixation, the brains were rinsed in 1X PBS, immersed in 30% sucrose/PBS overnight at 4 °C, frozen in OCT, and cryosectioned coronally at a thickness of 20 μm.

### Immunofluorescence

Sections were dried for 15 min (minutes) at 37 °C followed by one 10-min wash in 1X PBT (1% PBS + 1% Triton 100X) at room temperature and incubated in primary antibodies: goat polyclonal anti-Osteopontin (1:100, Thermofisher Scientific, #PA1-25152), rabbit polyclonal anti-IBA1 (1:250, Wako #019-19741), diluted in 1X PBT + 10% normal goat, or normal donkey serum overnight at 4 °C. After incubation with primary antibodies, all sections were rinsed three times with 1X PBT for 10 min and incubated for 2 h (hours) in the appropriate secondary antibodies (donkey anti-goat Alexa Fluor 568/647, donkey/goat anti-rabbit Alexa Fluor 488, all 1:1000 from Thermo Fisher Scientific). Tissue was then washed three times with 1X PBT for 10–15 min, incubated with DAPI for 5 min and mounted in Poly aquamount (Polysciences). Sections collected from *Ccr2*^*RFP/+*^*Cx3cr1*^*GFP/+*^ brains were simply stained with DAPI, rinsed, and mounted.

### Imaging, image quantification, and statistical analysis

All images were taken using either the Leica SP8 confocal microscope or the Zeiss Axio Imager Z2. All imaging was set up using sections from CD-fed mice as standard. For each labeled protein, all images were captured using identical parameters. Only cells with DAPI staining were included for cell counts. For cell counts in *Cx3cr1*^*GFP/+*^*Ccr2*^*RFP/+*^ mice and quantification of IBA1+ cells in *Ccr2*-KO mice, three to four images within the prefrontal and motor cortex regions were assessed for each mouse (three to four images/mouse), and an average of cell counts per image was determined. Four to six mice were included for each group (*n* = 4–6/group). Increased background was observed in the RFP channel in *Cx3cr1*^*GFP/+*^*Ccr2*^*RFP/+*^ mice, preventing accurate quantification of GFP–RFP+ cells. High background may result from increased autofluorescence in aging mice or mice under chronic consumption of WD. GFP+RFP+ cells were quantified as a measurement of the extent to which peripheral myeloid cells infiltrate into the brain. The GFP+RFP− cell counts were calculated by subtracting the number of GFP+RFP+ cells from that of the total GFP+ cells. Cell counting was performed manually in FIJI by two blinded investigators.

For OPN cell counts, given the reduced number of OPN+ cells compared to GFP+ and RFP+ cells, seven images from the cortical region from the retrosplenial area (ventral part) to temporal associated areas were assessed for each mouse (seven images/mouse), and a sum of cell counts from these images was determined. Three to four mice were included for each group (*n* = 3–4/group). In WT mice fed the WD or CD, OPN signal was visualized by Alexa Fluor 568 and IBA1 Alexa Fluor 488, imaged and presented in the red and green channel, respectively. Although *Ccr2*-KO mice show little to minimal RFP signal in the brain due to impaired CCR2-dependent peripheral myeloid cell infiltration, to avoid possible background RFP signal, we avoided using the red channel to collect images from these brains. Therefore, in *Ccr2*-KO mice, OPN signal was visualized by Alexa Fluor 488 and IBA1 by Alexa Fluor 647, imaged in the green and far-red channel but presented in the red and green channel, respectively. Cell counting was performed manually in FIJI by a single investigator.

Student *T* test was conducted for the cell counts in *Cx3cr1*^*GFP/+*^*Ccr2*^*RFP/+*^ mice. Two-way ANOVA followed by Tukey’s HSD post hoc test was performed in counts of IBA1+ and OPN+IBA1+ cells in *Ccr2*-KO and WT mice. One-way ANOVA followed by Tukey’s HSD post hoc test was performed in OPN+IBA1– counts in 3- or 12-month WT mice. *T* test was performed for OPN+IBA1− counts in 12-month *Ccr2*-KO mice. The significance level was defined as *p* value less than 0.05. All statistical analyses were conducted in *R* (version 3.5.1).

### Brain myeloid cell isolation, fluorescent activated cell sorting (FACS) and flow cytometry

Mice were anesthetized with a lethal dose of ketamine/xylazine, transcardially perfused with Hanks’ Balanced Salt Solution (HBSS) without Ca^2+^ and Mg^2+^ (Gibco, cat#14175-095), and the brains were carefully dissected and hemisected in the midsagittal plane while also removing the olfactory bulb and cerebellum. Brains were kept in HBSS on ice until further processing. Using the Neural Tissue Dissociation Kit (Miltenyi Biotec cat#130-092-628), brains were homogenized into solution in a 60 mm dish on ice before being incubated at 37 °C with on and off pipetting for further homogenization. Samples were washed using RPMI+HEPES (Gibco, cat#61870-036, cat#15630080) before being centrifuged (4 °C) at 450 g for 5 min. Cells were suspended in a percoll solution (Sigma Aldrich, cat#P4937) with 10xHBSS and RPMI + HEPES. 1 mL 10% FBS in RPMI was overlayed onto the percoll cell suspension. Samples were spun at 4 °C at 800 g for 15 min and the centrifuge set to the lowest possible acceleration and deceleration. Supernatant was removed and cells were washed with FACS buffer (PBS with 0.5% BSA) twice. Cells were transferred into FACS tubes and resuspended in 100uL FACS buffer. Cells were then blocked with purified rat anti-mouse CD16/CD32 (BD Biosciences, cat#553142) for 10 min on ice to reduce non-specific antibody binding. Following the block, small amounts of cell suspension were set aside for unstained and single stained controls. Samples were then stained with CD45.2 (used 1:100, BioLegend BV421, #109832), CD11b (used 1:200, BD Pharm BV605, BioLegend #101257), CD3e (used 1:100, APC, BDPharm #553066), CD11c (used 1:100, PE,, BioLegend #117308), Ly6c (used 1:200, FITC, BD Biosciences #553104), and Ly6g (used 1:100, PerCP-cy5.5, BD Biosciences #560602) for 1 h. Cells were washed and resuspended with FACS buffer and placed on ice until cell sorting. FACS and flow cytometry was conducted on a FACSAria II fluorescent cell sorter (BD Biosciences). CD11b+CD45+ cells were sorted into CD11b+CD45^lo^ and CD11b+CD45^hi^ cell subsets based on CD45 levels and were directly collected in RLT Lysis Buffer (Qiagen, cat#79216), snap-frozen, and stored at − 80 °C. Two-way ANOVA followed by Tukey's HSD post hoc test was performed for comparisons between groups.

### RNA extraction, library construction, and sequencing

RNA extraction of CD11b+CD45^lo^ and CD11b+CD45^hi^ cells was performed using TRIzol (Invitrogen, cat#15596026) described in previous publications from our lab [19]. Total RNA was purified from the aqueous layer using the QIAGEN miRNeasy mini extraction kit (QIAGEN) according to the manufacturer’s instructions. RNA quality was assessed with the Bioanalyzer 2100 (Agilent Technologies). Poly(A) selected RNA-seq libraries were generated using the TruSeq RNA Sample preparation kit v2 (Illumina) and quantified using qPCR (Kapa Biosystems). Using Truseq V4 SBS chemistry, all libraries were processed for 75 bp paired-end sequencing on the Illumina NextSeq 500 or HiSeq 4000 platform. Each sample was subjected to a quality control step using NGS QC Toolkit v2.3 for the removal of adapters and trimming low-quality bases (Phred < 30) [20]. Next, we used RSEM v1.2.12 to quantify gene expression using the trimmed reads as input [21]. RSEM internally utilizes Bowtie2 v2.2.0 as its aligner [22] with supplied annotations at default parameters against the C57BL/6J mouse genome (mm10).

### Differential gene expression and pathway analyses

Following alignment and expression quantification, differential gene expression analyses were performed using edgeR 3.20.9 [23]. We applied a filtering step to remove genes with low expression by removing any gene that did not have at least one count per million (cpm) for at least two samples. After filtering, trimmed mean of *M* values (TMM) normalization was applied to remove any potential library size biases. Principle component analysis (PCA) was used to determine the major variables in the datasets. Quasi-likelihood *F* test was applied to determine the differential gene expression across the groups. Significantly differentially expressed (DE) genes were defined with a false discovery rate (FDR) less than 0.05 [i.e., -log_10_(FDR) > 1.3], with an absolute fold change (FC) larger than 1.5 for comparisons between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells or with an absolute FC larger than 1.0 for comparisons between WD and CD in either CD11b+CD45^lo^ and CD11b+CD45^hi^ cells. The lower stringency allows for the detection of any subtle effects of diet on both cell populations. All DE gene analyses and quality control were conducted in *R* (version 3.5.1). All DE genes were uploaded into Ingenuity Pathway Analysis (IPA) software for canonical pathway analysis. The resulting canonical pathways were ranked by Fisher’s exact test *p* value, and the top 15 revealed all had Fisher’s exact test *p* value less than 1 × 10^−4^. The top DE genes enriched in CD11b+CD45^lo^ cells were defined as those with expression levels above 100 cpm and at least two-fold higher compared to CD11b+CD45^hi^ cells. The top DE genes in CD11b+CD45^hi^ cells were defined as those with expression levels above 100 cpm and at least 10-fold higher compared to CD11b+CD45^lo^ cells. The top CD11b+CD45^lo^ and CD11b+CD45^hi^ cell-related genes were compared against mouse immune cell RNA-seq datasets at Immunological Genome Project (ImmGen) [24], My Geneset portal [25]. For plotting individual gene expression from ImmGen datasets, gene expression values were downloaded individually from ImmGen RNA-seq Skyline [26] and were replotted using ggplot2 package in *R*. The top CD11b+CD45^hi^ cell-related genes were also uploaded to David: Functional Annotation tool [27], for gene ontology (GO) term analysis with the background genes set as all detectable genes in RNA-seq dataset. Significant GO term was defined using stringent Benjamini p value (BJ) less than 0.05 [i.e., -log_10_(BJ) > 1.3]. The top CD11b+CD45^hi^ cell-related genes were also imported into IPA for generation of gene interaction network.

## Results

### Chronic western diet consumption increased the number of *Ccr2*::RFP+ cells in the brain

To begin characterizing the myeloid cell populations in obese mice, we employed the *Ccr2*^*RFP/+*^*Cx3cr1*^*GFP/+*^ mouse strain [28]. In this strain, RFP is driven under the *Ccr2* promoter (RFP+) while GFP is driven under the *Cx3cr1* promoter (GFP+). Studies show that GFP+ cells represent the majority of brain myeloid cells particularly resident microglia and some peripheral myeloid cells while RFP+ cells are generally considered peripherally derived [29]. To test the hypothesis that peripheral myeloid cells infiltrate into the brain due to chronic WD consumption, *Ccr2*^*RFP/+*^*Cx3cr1*^*GFP/+*^ mice were fed a western diet (WD) or control chow diet (CD) from 2 to 12 months. Brains from WD- and CD-fed mice were harvested, fixed, sectioned, and GFP+ and RFP+ cells counted. The number of GFP+ cells was significantly greater in WD- compared to CD-fed mice (Fig. 1), suggesting the overall myeloid cell population in the brain increased under WD consumption. Interestingly, the number of GFP+RFP+ cells was also significantly greater in WD- compared to CD-fed mice, suggesting increased infiltration of peripheral myeloid cells into the brain in WD. However, the number of GFP+RFP− cells, likely resident microglia, was not significantly different between WD- and CD-fed mice. These data suggest that a significant increase in brain myeloid cells in response to WD-induced obesity is primarily due to an increase in infiltrating myeloid cells from the periphery.

**Fig. 1:**
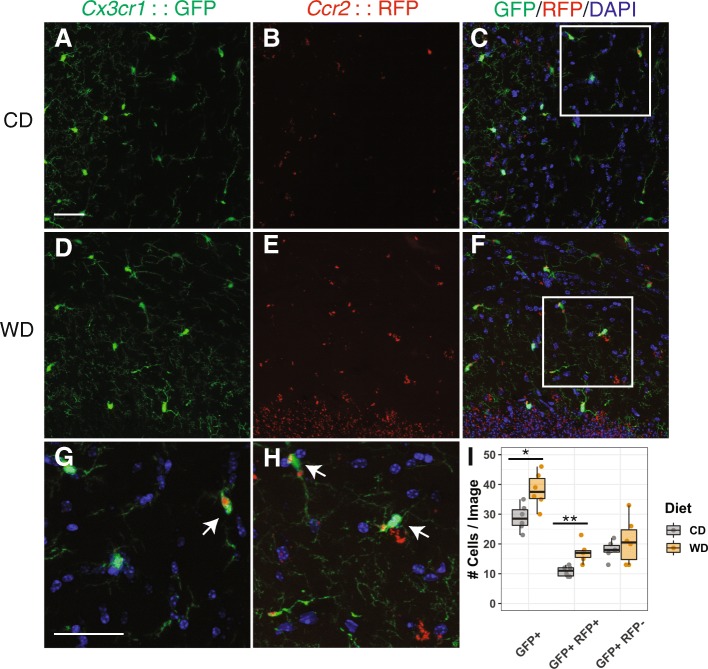
Chronic WD consumption increased *Ccr2*::RFP expressing cells in the brain. **a**–**f** Representative cortical sections from 12-month-old Cx3cr1^GFP/+^Ccr2^RFP/+^ mice fed a CD (**a**–**c**) or WD (**d**–**f**). **g**, **h** Magnified images from boxed region shown on **c** and **f**, respectively. **i** The average number of GFP+, GFP+RFP+ (arrows), and GFP+RFP− cells per image (averaged across at least three images, see the “Methods” section) from mice fed a CD or WD (*T* test was performed in cell counts of each category, *p < 0.05, **p < 0.01). Scale bars, 40 μm

To further assess the contribution of CCR2 to myeloid cell numbers in WD-fed mice, *Ccr2*-KO and WT controls were fed either a WD or CD from 2 to 12 months. Brains were harvested, fixed, sectioned, and labeled with IBA1 (a commonly used marker of microglia, monocytes, and macrophages) and DAPI (a nuclear marker). IBA1+DAPI+ cell number was determined in WD- and CD-fed mice of both genotypes (Fig. 2). As expected, the number of IBA1+DAPI+ cells was significantly greater in WD-fed WT mice compared to CD-fed WT mice. However, CCR2 deficiency blunted the effect of a WD-induced increase in IBA1+DAPI+ cells. This further supports the hypothesis that an increase in the total number of brain myeloid cells correlates to an increased number of infiltrating peripheral myeloid cells in response to a WD.

**Fig. 2:**
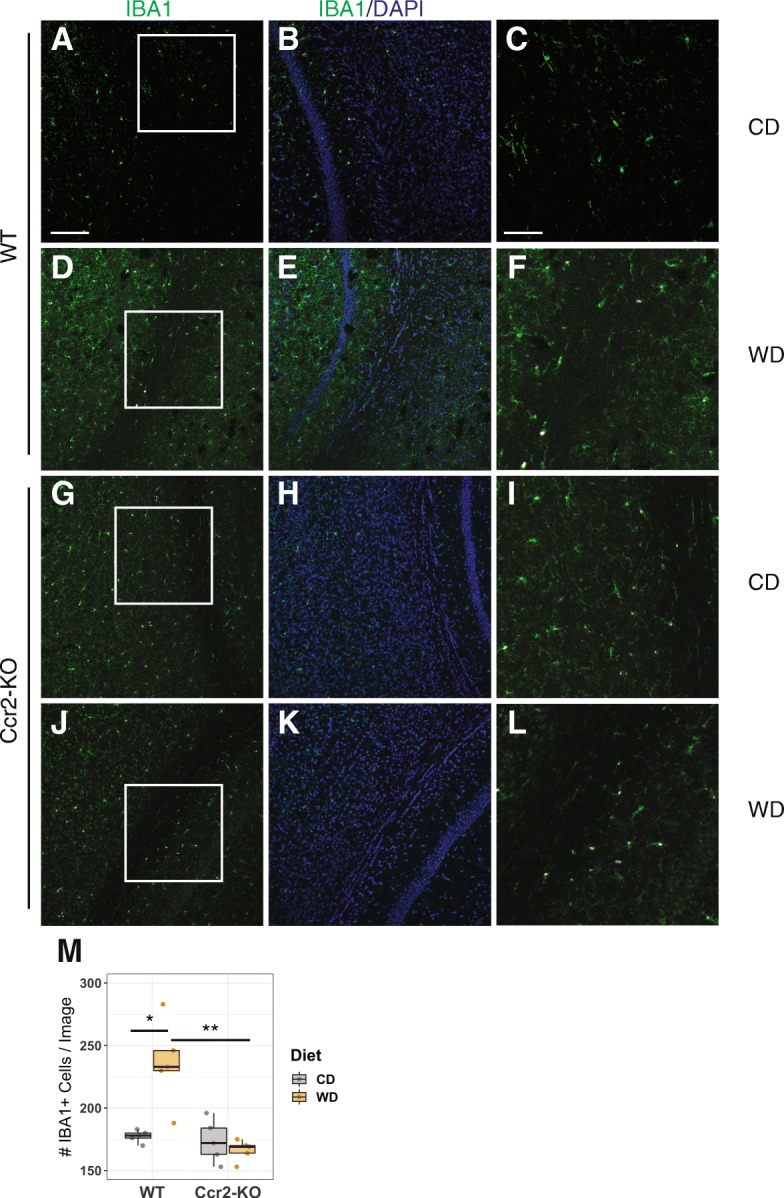
CCR2 deficiency inhibited the WD-induced increase in IBA1+ cells. **a**–**l** Representative cortical sections of IBA1 staining from 12-month-old WT (**a**–**f**) and *Ccr2*-KO mice (**g**–**l**) under CD or WD. **c**, **f**, **i,** and **l** are magnified images from boxed region shown on **a**, **d**, **g**, and **j**, respectively. **m** The average number of IBA1+ cells per image (averaged across at least three images) increased in WT mice but not in *Ccr2*-KO mice (two-way ANOVA followed by Tukey HSD post hoc test, *p < 0.05, **p < 0.01). Scale bars: **a**, **b**, **d**, **e**, **g**, **h**, **j**, and **k**, 100 μm; **c**, **f**, **i**, and **l**, 40 μm

### The percent of CD11b+CD45^hi^ myeloid cells increased in the brains of WD-fed mice in a CCR2-dependent manner

Myeloid cells in the brain have been characterized previously by the presence of CD11b and differential levels of CD45. CD11b+CD45^hi^ cells are considered to be enriched for infiltrating cells, while CD11b+CD45^lo^ cells represent resident microglia [18]. Therefore, to characterize brain myeloid cells after WD consumption, these two subpopulations of myeloid cells were assessed by flow cytometry, FACS, and RNA-sequencing. Brains from WT or *Ccr2*-KO mice fed either a WD or CD from 2 to 12 months, or CD from 2 to 6 months, were collected and dissociated into a single-cell suspension. Cells were stained with various immune cell markers including CD45, CD11b, CD11c, CD3e, Ly6c, and Ly6g for flow cytometry and FACS. After selecting live single cells **(**Fig. 3a–d**)**, both CD11b-positive and CD45-positive cells **(**Fig. 3e, f**)** were subdivided into CD11b+CD45^lo^ and CD11b+CD45^hi^ cells **(**Fig. 3g**)**. Importantly, the percent of CD11b+CD45^hi^ cells was significantly increased (*p* = 0.0013) with a corresponding percent decrease of CD11b+CD45^lo^ cells (*p* = 0.041) in 12-month WD-fed mice compared to 12-month CD-fed WT mice (Fig. 3h, i). No significant increase was observed in *Ccr2*-KO mice fed a WD **(**Fig. 3i**)**.

**Fig. 3:**
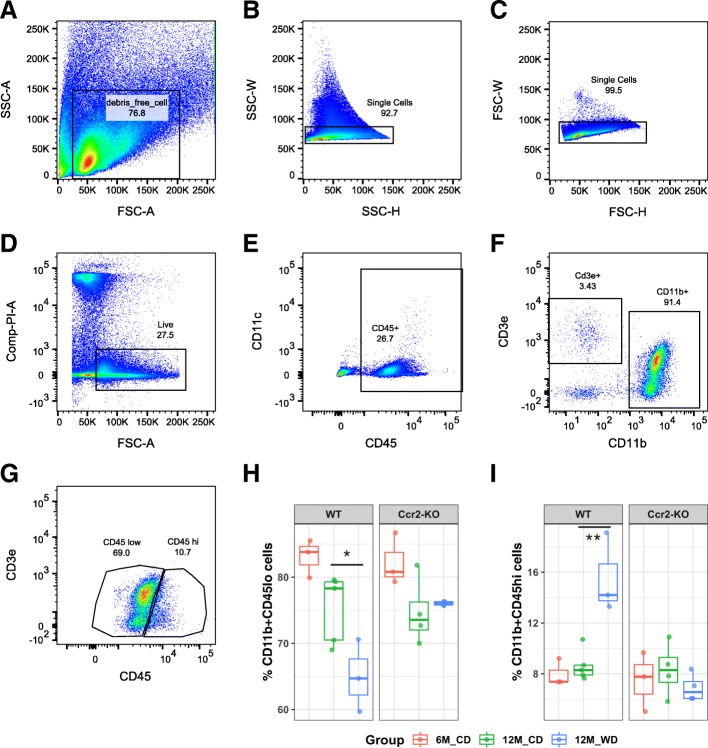
CCR2 deficiency inhibited the WD-induced increase in CD11b+CD45^hi^ cells. **a**–**g** Gating strategy to isolate CD11b+CD45^lo^ and CD11b+CD45^hi^ cells by FACS. Forward scatter (FSC) and side scatter (SSC) were used to remove the cell debris and select single cells (**a**–**c**). All live cells, the propidium iodide (PI) negative population, were then selected for immune cell marker profiling (**d**). CD45+ cells were selected (**e**) and were subdivided into CD11b–CDe3+ cells and CD11b+CD3e− cells (**f**). CD11b+CD3e− cells were further subdivided into CD11b+CD45^lo^ and CD11b+CD45^hi^ cells (**g**). Representative gating images were from a 12-month B6 mouse fed a CD. **h** The percent of CD11b+CD45^lo^ (**g**) from total CD11b+CD45+ cells (**f**). **i** The percent of CD11b+CD45^hi^ cells (**g**) from total CD11b+CD45+ cells (**f**). Brain samples were from WT or *Ccr2*-KO mice of 6-month fed a CD, or 12-month fed a CD or WD (two-way ANOVA followed by Tukey HSD post hoc test, *p < 0.05, **p < 0.01)

As CD11c (encoded by *Itgax*) can be a marker for dendritic cells (reviewed in [30]) and/or potential disease-associated microglia (DAM) [31], we also characterized CD45+CD11c+ cells (Additional file 1: Figure S1A). The percent of CD45+CD11c+ cells was also increased in 12-month mice fed a WD compared to its CD-fed counterparts, and this effect is blunted by CCR2 deficiency (Additional file 1: Figure S1D). CD11c was also predominately expressed in a subset of CD11b+CD45^hi^ cells **(**Additional file 1: Figure S1B-C**)**; the percent of CD45^hi^CD11c+ cells was significantly higher than that of CD45^lo^CD11c+ cells **(**Additional file 1: Figure S1E**)**. Furthermore, we used a combination of Ly6c and Ly6g markers to mark monocyte-like cells (CD11b+CD45+Ly6c+Ly6g–) and granulocyte-like cells (CD11b+CD45+Ly6c+Ly6g+) (Additional file 1: Figure S2A). The percent of total Ly6c+Ly6g− cells was significantly lower in *Ccr2*-KO mice than in WT mice (Additional file 1: Figure S2D). However, the percent of total Ly6c+Ly6g+ cells was not significantly different between WT and *Ccr2*-KO mice (Additional file 1: Figure S2F). Moreover, both Ly6c+Ly6g− cells (*p* = 1.99e−9) and Ly6c+Ly6g+ cells (*p* = 2.58e−6) are significantly enriched in CD11b+CD45^hi^ cells compared to CD11b+CD45^lo^ cells (Additional file 1: Figure S2B, C, E, G). Interestingly, the percent of T cells, the CD45+CD11b-CD3e+ population (Fig. 3f), was also significantly increased in 12-month CD-fed WT mice compared to 6-month counterparts (*p* = 0.00088), but not in *Ccr2*-KO mice (Additional file 1: Figure S3).

Together, our data show that CD11b+CD45^hi^ myeloid cells were increased in the brains of WD-fed mice in a CCR2-dependent manner. CD11b+CD45^hi^ cells are composed of CD11c+, Ly6c+Ly6g−, and Ly6c+Ly6g+ cells that may represent a variety of myeloid cell subtypes including activated microglia and infiltrating inflammatory monocyte- or granulocyte-like cells.

### Characterizing the transcriptomics of CD11b+CD45^lo^ and CD11b+CD45^hi^ myeloid cells in the brains of WD-fed mice

Given their similarities, it is currently challenging to isolate, characterize, and functionally test subpopulations of myeloid cells in obese brains. Therefore, to identify genes and pathways relevant to myeloid cell responses, CD11b+CD45^lo^ and CD11b+CD45^hi^ cells from 12-month B6 mice fed either a WD or CD were collected by FACS and profiled by RNA-seq (Fig. 3g). 

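The RNA-seq data cover 15 libraries of sorted brain myeloid cells from male B6 mice killed at 12 months of age. There were 4 libraries of CD45 hi cells and 4 of CD45 lo cells from CD-fed mice, and 3 of CD45 hi cells and 4 of CD45 lo cells from mice fed the WD from 2 months of age. These are the CD11b-positive brain cells with high (CD45 hi) or low (CD45 lo) levels of the leukocyte surface protein CD45, parted by FACS. The authors made poly(A)-selected libraries, sequenced them as 75 bp paired-end reads, trimmed adapters and low-quality bases, and estimated the count of each gene with RSEM on the mouse genome build mm10. RSEM divides reads that match several genes or transcripts between them, so these expected counts need not be whole and are uncertain for genes with near-identical copies. The deposited values are not normalized and list 38924 genes by Ensembl identifier. The total expected count per library was 12370419 to 17752587 (median 14419062) in CD45 hi cells and 15100700 to 17912272 (median 15796146) in CD45 lo cells of CD-fed mice. It was 11951412 to 17299313 (median 14687968) in CD45 hi cells and 12177630 to 16741176 (median 13010092) in CD45 lo cells of WD-fed mice. CD45 hi libraries held 14072 to 15477 genes with at least 1 count and CD45 lo libraries 16004 to 17864. Counts were rounded, the 14967 genes with at least 1 cpm in at least 2 libraries were kept, and TMM normalization was applied, after the paper's Methods. All 15 libraries were fitted together with edgeR's quasi-likelihood method, with 4 groups of diet by cell type. As in the paper's supplementary tables, CD45 hi and CD45 lo cells were compared with edgeR's glmTreat, which tests whether a change exceeds 1.5-fold, and diets were compared with glmQLFTest, which tests for any change. Normalized cpm are given below as mean ± SD over libraries, fold changes come from the edgeR fit, and FDR is the Benjamini-Hochberg adjusted p-value over the 14967 genes. Choices that could change the numbers are the test of the fold-change threshold, the filter on low counts, the normalization and the sharing of one estimate of the spread by both cell types. A value of 3 counts, taken as the smallest that can be told from 0, corresponds to 0.16 to 0.28 cpm after TMM normalization in these libraries, which covers counting error only.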

The purity of myeloid cell populations was validated by previously described cell type-specific markers in the brain (Additional file 1: Figure S4). Both *Itgam* (that encodes CD11b) and *Ptprc* (that encodes CD45) are highly enriched in CD11b+CD45^lo^ and CD11b+CD45^hi^ cells. 

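*Itgam* (ENSMUSG00000030786, chromosome 7 of mm10 from 128062640 to 128118491) was measured at 1778 ± 146 cpm in CD45 hi cells (SD, n = 4) and 2095 ± 79.9 cpm in CD45 lo cells (SD, n = 4) of CD-fed mice. In WD-fed mice it was 1786 ± 299 cpm in CD45 hi cells (SD, n = 3) and 2028 ± 119.3 cpm in CD45 lo cells (SD, n = 4). Its log2 fold change between CD45 hi and CD45 lo cells was -0.24 in CD-fed mice (SE 0.105) and -0.18 in WD-fed mice (SE 0.113), and neither difference passed an FDR of 0.05 (edgeR glmQLFTest FDR = 0.212 and 0.349). In CD-fed mice every CD45 hi library was below every CD45 lo library, and in WD-fed mice the libraries overlapped.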

As expected, the level of *Ptprc* in CD11b+CD45^hi^ cells was 2.23 (FDR = 1.80e−3) and 2.93 (FDR = 1.76e−5) fold higher than CD11b+CD45^lo^ cells in CD or WD-fed mice, respectively (Additional file 1: Figure S4). 

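*Ptprc* (ENSMUSG00000026395) lies on chromosome 1 of mm10 from 138062861 to 138175708. Its level was 925 ± 180 cpm in CD45 hi cells and 418 ± 32.1 cpm in CD45 lo cells of CD-fed mice (SD, n = 4 each), a 2.22-fold difference (log2 fold change 1.15, SE 0.141, edgeR glmTreat FDR = 0.00438). In WD-fed mice it was 1244 ± 78.1 cpm in CD45 hi cells (SD, n = 3) and 423 ± 56.3 cpm in CD45 lo cells (SD, n = 4), a 2.94-fold difference (log2 fold change 1.56, SE 0.15, edgeR glmTreat FDR = 8.05e-05). On each diet every CD45 hi library was above every CD45 lo library.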

There was no detectable level of *Rbfox3* (NeuN, neuronal marker) and negligible levels (average cpm < 10) of *Aldh1l1* (astrocyte marker), *Pdgfrb* (pericyte marker), Mcam (endothelial cell marker), and *Mog* (oligodendrocyte marker) in both CD11b+CD45^lo^ and CD11b+CD45^hi^ cell populations from either CD- or WD-fed mice **(**Additional file 1: Figure S4). 

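Among the markers of other brain cells, *Rbfox3* (ENSMUSG00000025576) had 0 counts in 7 of the 15 libraries and more than 3 counts in 5. Its highest value was 83 counts, or 6.36 cpm, in replicate 3 of CD45 hi cells from WD-fed mice, and its group means ran from 0.0389 cpm to 2.95 cpm. *Aldh1l1* had a highest group mean of 1.84 cpm and a highest library value of 4.68 cpm. For *Pdgfrb* these were 2.18 and 5.28 cpm, for *Mcam* 2.48 and 5.46 cpm, and for *Mog* 1.14 and 3.22 cpm. All of these highest group means were in CD45 hi cells of WD-fed mice. Single libraries set them in part, as the log2 fold change of *Pdgfrb* in WD-fed mice, 1.06, became -0.27 without replicate 2 of CD45 hi cells. The differences between CD45 hi and CD45 lo cells of WD-fed mice were not shown to exceed 1.5-fold for any of these 5 markers (edgeR glmTreat FDR from 0.487 to 0.861), and their libraries overlapped. In CD-fed mice *Rbfox3* in CD45 hi cells and *Mog* in CD45 lo cells each had 1 library set apart above the other 3.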

Together, these data validated the high purity of FACS-enriched myeloid cell populations.

Principal component analysis (PCA) showed striking differences in the transcriptomes between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells isolated from mice fed either a WD or CD. These cell populations were separated by the first and second principal components (PC1 and PC2) which explained 20.5% and 13.8% variance in their transcriptome profiles, respectively (Fig. 4a). 

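A PCA of the log2 cpm of the 14967 genes over the 15 libraries, each gene centred and scaled, gave 22.1% of the variance to PC1 and 13.2% to PC2. On PC1 the 8 CD45 lo libraries scored from 47.6 to 52.6 and the 7 CD45 hi libraries from -88.8 to -34.3, so that the cell types did not overlap. The CD45 lo libraries lay within -4.5 and -0.3 on PC2. CD45 hi libraries spread from 8.7 to 93.0 on PC2 in CD-fed mice and from -134.7 to 21.5 in WD-fed mice, so that the diets overlapped. Single CD45 hi libraries set this spread. In CD-fed mice replicate 4 was at 93.0 and the others at 8.7 to 15.6. In WD-fed mice replicate 1 was at -134.7 and the others at 6.1 and 21.5. Without scaling, PC1 took 26.5%, the largest change among the alternatives tried.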

Consistent with the PCA, 740 DE genes (FDR < 0.05 and absolute FC > 1.5) resulted from pairwise comparison of CD11b+CD45^lo^ and CD11b+CD45^hi^ cells from WD-fed mice (Additional file 2) and 554 DE genes (FDR < 0.05 and absolute FC > 1.5) from pairwise comparison of CD11b+CD45^lo^ and CD11b+CD45^hi^ cells from CD-fed mice (Additional file 3). However, there were no DE genes comparing transcriptomes of the same cell type (CD11b+CD45^lo^ or CD11b+CD45^hi^ cells) between WD and CD (FDR < 0.05 and absolute FC > 1.5). This agreed with the PCA which showed no clear separation between samples from mice fed different diets. This is likely because, despite significant differences in the percent of either CD11b+CD45^lo^ or CD11b+CD45^hi^ cells between WD- and CD-fed mice as measured by flow cytometry (Fig. 3h, i), the numbers of cells collected for transcriptional profiling were normalized across samples. 

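In WD-fed mice 775 genes differed between CD45 hi and CD45 lo cells by more than 1.5-fold (edgeR glmTreat, FDR under 0.05), of which 600 were higher and 175 lower in CD45 hi cells. In CD-fed mice there were 595 such genes, 507 higher and 88 lower. The calls on the 2 diets shared 430 genes, all changed in the same direction. Of the genes in the paper's own lists, 671 of 740 and 521 of 554 were among these. The alternative that moved the counts most was DESeq2 with a 1.5-fold limit set afterwards, which gave 2296 genes in WD-fed mice (1403 higher and 893 lower in CD45 hi cells) and 1794 in CD-fed mice. The libraries carry replicate numbers. With these numbers as a replicate block the counts were 398 in WD-fed mice (357 higher, 41 lower) and 417 in CD-fed mice, and with the numbers in the names of the deposited files as the block they were 353 (320 higher, 33 lower) and 412. The share of genes lower in CD45 hi cells thus depends on the method. These block fits also moved the median log2 fold change of all genes in WD-fed mice from 0 to -0.256 and -0.249. Deviations of same-numbered CD45 hi and CD45 lo libraries from their group means correlated with a mean r of 0.016 by the first numbering and 0.025 by the second, across genes, which are not independent replicates. The interaction of diet and cell type passed an FDR of 0.05 for 1 gene, so that a call on one diet alone does not show that the diets differ.
Of the genes past the threshold with at least 10 cpm and no overlap between libraries, those with the highest fitted log2 fold changes in WD-fed mice had no CD45 lo library above 3 counts. *Ikzf3* was at least 223-fold, *Cd300e* at least 152-fold and *Gzma* at least 137-fold higher in CD45 hi cells. Such bounds set the mean of the CD45 hi libraries against 3 counts and do not cover the spread of these libraries. Their levels were 50.6 ± 47.2 cpm for *Ikzf3*, 34.5 ± 24.0 cpm for *Cd300e* and 31.2 ± 28.4 cpm for *Gzma* (SD, n = 3). The order is that of the fitted values and is not fixed by these bounds. *Stfa2l1*, with a lower fitted value than *Gzma*, was at least 143-fold higher. The lowest log2 fold changes were those of *Nsmce1* (-6.60, SE 1.38, edgeR glmTreat FDR = 0.00822), *Ttc9* (-6.44) and *Zfp27* (-6.39). In CD45 hi libraries of WD-fed mice these genes had at most 0.307, 0.268 and 0.335 cpm, near the value of 3 counts. With 1 library left out their log2 fold changes ran from -10.34 to -6.00, -7.80 to -5.89 and -10.33 to -5.84, so that their size is uncertain. In CD-fed mice the highest by the fitted values were *Gpr171* (at least 78.4-fold), *Asprv1* (at least 160-fold) and *Krt80* (log2 fold change 8.55, SE 1.04, edgeR glmTreat FDR = 6.45e-05). The lowest were *Gm3248* (-4.67), *2700081O15Rik* (-3.61) and *Gm3252* (-3.11). RSEM split reads of *Gm3248* and *Gm3252* with other genes, so that their counts are uncertain. In groups of the diet not compared for the gene, 1 library stood apart from the other 3. These were groups of CD-fed mice for *Ikzf3*, *Ttc9* and *Cd300e*, and CD45 lo cells of WD-fed mice for *Gpr171*. The fold changes given here do not rest on these libraries. The 3 CD45 hi libraries of WD-fed mice were not tested in this way. *Ttc9* did not pass with the edgeR 4 quasi-likelihood method. *Gzma* in WD-fed mice and *Gm3248* in CD-fed mice also lost their calls under part of the alternatives.

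**Figure D1:**
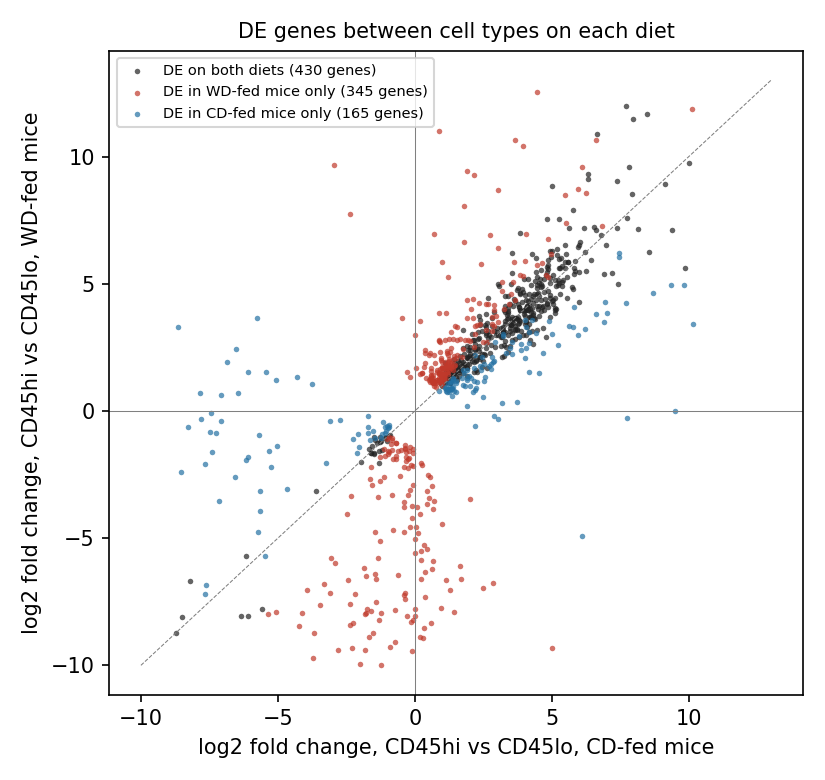
Log2 fold changes between CD45 hi and CD45 lo cells in CD-fed mice (x axis) and WD-fed mice (y axis) for each gene past the glmTreat threshold on at least 1 diet. The 430 genes past it on both diets lie in the upper right and lower left quadrants, the 345 past it in WD-fed mice only are in red, the 165 past it in CD-fed mice only in blue, and the dashed line marks equal values.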

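With the same threshold test, 1 gene differed between WD and CD in CD45 hi cells and 0 in CD45 lo cells, where 92 genes had an unadjusted p under 0.05. The gene in CD45 hi cells was *Trmt61a* (ENSMUSG00000060950), which encodes a subunit of a tRNA methyltransferase and was singled out after its values were seen. It had 37.2 ± 15.3 cpm in CD-fed mice (SD, n = 4) and 0.616 ± 0.528 cpm in WD-fed mice (SD, n = 3), a log2 fold change of -5.87 (SE 0.673, edgeR glmTreat FDR = 0.00171). In CD45 lo cells it was 27.5 ± 10.7 cpm and 27.7 ± 3.2 cpm. With glmQLFTest and a 1.5-fold limit set afterwards the count in CD45 hi cells was 38, and it was 1016 with DESeq2.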

PC2 did suggest subtle variation in CD11b+CD45^hi^ cells between WD and CD samples (Fig. 4a). 

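Without the fold-change threshold, 38 genes differed between WD and CD in CD45 hi cells (edgeR glmQLFTest, FDR under 0.05), 9 higher and 29 lower in WD-fed mice. All 87 genes of the paper's list were tested and changed in the paper's direction, each with an unadjusted p under 0.05, and 27 of them were among the 38. Of the 38 genes, 14 had at least 1 CD45 hi library at 3 counts or fewer, and in 9 of these every library of the diet with the lower level was. The count was 0 when only the 7 CD45 hi libraries were fitted (843 with an unadjusted p under 0.05) and 1030 with DESeq2, 423 higher and 607 lower. The balance of the directions turned with the method, as the edgeR 4 form of the quasi-likelihood method gave 161 genes higher and 91 lower, 31 of them among the 38, and limma-voom 17 higher and 10 lower, of which 10 were among the 38. The highest log2 fold changes under the rule for named genes were *Ctdspl* (4.24, SE 0.657, edgeR glmQLFTest FDR = 0.0241), *Smim13* (3.39, SE 0.52, edgeR glmQLFTest FDR = 0.0241) and *Gm3252* (2.74, SE 0.492, edgeR glmQLFTest FDR = 0.0321). The lowest were *Gm13590*, *4930525G20Rik* and *Zfp626*, at most 3 counts in each WD library and at least 53.5-fold, 59.5-fold and 37.1-fold lower there than in CD-fed mice. For *4930525G20Rik* the lowest CD library, at 0.248 cpm, was also at the level of 3 counts, and the CD mean was 16.8 ± 18.2 cpm (SD, n = 4).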

To determine the genes driving this potential subtle difference, a reduced stringency (absolute FC > 1.0) was employed and 87 DE genes were identified comparing CD11b+CD45^hi^ samples between mice fed a CD and WD (Additional file 4). 

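In CD45 lo cells 0 of the 14967 genes differed between WD and CD (edgeR glmQLFTest, FDR under 0.05), and 123 had an unadjusted p under 0.05. The count stayed 0 under each alternative except DESeq2, which gave 4.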

No DE genes were detected using this lower stringency for CD11b+CD45^lo^ cells. The 87 DE genes were subjected to the canonical pathway function in Ingenuity Pathway Analysis (IPA) software to identify pathways enriched in these genes. The top canonical pathway identified is protein ubiquitination pathway (Additional file 1: Figure S5A) that includes DE genes *Psmb9*, *Usp10*, *Dnajc1*, *Sugt1*, and *Ube2w* (Additional file 1: Figure S5B, C). 

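In CD45 hi cells, *Psmb9* (chromosome 17 of mm10, 34181987 to 34187764) had 184 ± 19.1 cpm in WD-fed mice (SD, n = 3) and 78.3 ± 21.3 cpm in CD-fed mice (SD, n = 4), a log2 fold change of 1.23 (SE 0.221, edgeR glmQLFTest FDR = 0.0321). *Dnajc1* (chromosome 2, 18195654 to 18392830) had 148 ± 11.7 and 54.8 ± 20.6 cpm, a log2 fold change of 1.44 (SE 0.258, edgeR glmQLFTest FDR = 0.0321). *Usp10* was higher in WD-fed mice (log2 fold change 1.88, SE 0.452), and *Sugt1* (-1.82, SE 0.406) and *Ube2w* (-2.04, SE 0.439) were lower. These 3 had edgeR glmQLFTest FDR values of 0.0732, 0.0623 and 0.0543 and so did not pass 0.05 over all genes. For each of the 5 genes the libraries of the diets did not overlap. When only the CD45 hi libraries were fitted, no gene passed. With DESeq2 and with the edgeR 4 form of the quasi-likelihood method, *Usp10*, *Sugt1* and *Ube2w* passed, as they did without some single libraries, and *Ube2w* also passed with stricter filters on low counts. *Psmb9* and *Dnajc1* did not pass with a replicate block by sample titles. Nor did they pass without replicate 2 of CD45 lo cells from WD-fed mice, where the 1 gene called was lower in WD-fed mice. *Dnajc1* and *Ube2w* have fractional expected counts, which marks reads shared with other genes.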

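*Ctsd* (ENSMUSG00000007891, chromosome 7 of mm10, 142375911 to 142388038) was measured in CD45 hi cells at 4454 ± 190 cpm in WD-fed mice (SD, n = 3) and 3197 ± 415 cpm in CD-fed mice (SD, n = 4). The 1.39-fold difference (log2 fold change 0.48, SE 0.0993) had an edgeR glmQLFTest FDR of 0.0541, and the libraries of the diets did not overlap. *Ctsd* passed with DESeq2, limma-voom and the edgeR 4 quasi-likelihood method, among other settings. In CD45 lo cells *Ctsd* was at 4433 ± 255 cpm in WD-fed and 4859 ± 282 cpm in CD-fed mice, and the test of the interaction of diet and cell type for *Ctsd* had an edgeR glmQLFTest FDR of 0.206.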

Interestingly, *Ctsd*, the gene encoding cathepsin D which is a critical lysosomal enzyme associated with lipid metabolism and obesity [32, 33], was significantly increased in CD11b+CD45^hi^ cells of WD-fed mice comparing that of CD-fed mice (FC = 1.38) (Additional file 1: Figure S5B, C). This suggests that compared to CD, WD may have a subtle effect on the metabolic function of CD11b+CD45^hi^ cells.

**Fig. 4:**
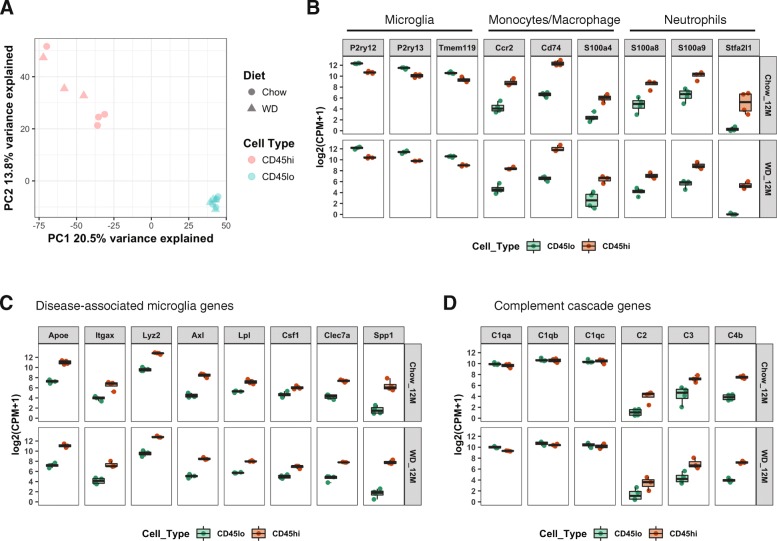
Characterization of DE genes in CD11b+CD45^lo^ and CD11b+CD45^hi^ cells of CD and WD-fed mice. **a** Principal component analysis (PCA) plot showing the first and second component of transcriptional expression profiles between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells. **b**–**d** Box plots showing the gene expression in log_2_-transformed cpm in CD11b+CD45^lo^ and CD11b+CD45^hi^ cells from both CD and WD-fed mice. **b** Expression of marker genes of microglia, monocytes/macrophage, and granulocytes. **c** Expression of disease-associated microglia (DAM) genes. **d** Expression of complement cascade genes

To further characterize genes and pathways that define the differences between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells, the expression levels of several classical myeloid cell markers were assessed. CD11b+CD45^lo^ cells expressed significantly higher levels of microglia signature genes including *P2ry12*, *P2ry13*, and *Tmem119* compared to CD11b+CD45^hi^ cells **(**Fig. 4b**)**. However, CD11b+CD45^hi^ cells also expressed these signature genes (albeit at lower levels to CD11b+CD45^lo^ cells) suggesting that the CD11b+CD45^hi^ population also includes microglia. 

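*P2ry12* and *P2ry13* lie next to each other on chromosome 3 of mm10 (59216272 to 59262871 and 59207892 to 59210882), and *Tmem119* is on chromosome 5 (113793729 to 113800516). *P2ry12* had 3422 ± 441 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice and 3833 ± 190 cpm in those of CD-fed mice (SD, n = 4). Its log2 fold change in CD45 hi against CD45 lo cells was -1.66 in WD-fed mice (SE 0.132, edgeR glmTreat FDR = 8.81e-06) and -1.58 in CD-fed mice (SE 0.119, edgeR glmTreat FDR = 5.36e-06). *P2ry13* changed by -1.56 (SE 0.162, edgeR glmTreat FDR = 0.00014) and -1.32 (SE 0.145, edgeR glmTreat FDR = 0.000675), and *Tmem119* by -1.54 (SE 0.19, edgeR glmTreat FDR = 0.000693) and -1.19 (SE 0.171, edgeR glmTreat FDR = 0.00951). Every CD45 hi library was below every CD45 lo library for all 3 genes.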

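In CD45 hi cells these genes remained well above the smallest measurable value. *P2ry12* had 1085 ± 158 cpm in WD-fed mice (SD, n = 3) and 1278 ± 150 cpm in CD-fed mice (SD, n = 4). *P2ry13* had 689 ± 19.5 and 841 ± 170 cpm, and *Tmem119* 394 ± 48.7 and 510 ± 150 cpm.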

Other studies have suggested that using differential levels of CD45 is not a definitive method to define and then isolate resident microglia and peripheral myeloid cells [18], and our data support this. Interestingly, DAM genes (including *Itgax*) that were defined in a recent single-cell sequencing study [31] were more highly expressed in CD11b+CD45^hi^ cells compared to CD11b+CD45^lo^ cells suggesting CD11b+CD45^hi^ cells may be enriched for activated or “responding” microglia while CD11b+CD45^lo^ cells are primarily resting or “sensing” microglia **(**Fig. 4c**)**. This result is also supported by our flow cytometry data that showed the majority of CD11c+ cells were present in CD11b+CD45^hi^ cells (Additional file 1: Figure S1E).

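The DAM genes of Fig. 4c other than *Spp1* differed as follows. *Apoe* had 1709 ± 453 cpm in CD45 hi cells (SD, n = 3) and 110 ± 32.9 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a log2 fold change of 3.96 (SE 0.275, edgeR glmTreat FDR = 2.53e-07), against 3.82 (SE 0.266, edgeR glmTreat FDR = 1.64e-07) in CD-fed mice. *Itgax* had 134 ± 60.4 and 13.1 ± 5.56 cpm in WD-fed mice, a log2 fold change of 3.35 (SE 0.462, edgeR glmTreat FDR = 0.000359), against 2.80 in CD-fed mice. For *Lyz2*, *Axl*, *Clec7a* and *Lpl* the log2 fold changes were 3.31, 3.54, 3.18 and 2.39 in WD-fed and 3.21, 4.06, 3.20 and 2.02 in CD-fed mice, all past the threshold. *Csf1* passed it in WD-fed mice (2.01, edgeR glmTreat FDR = 0.0047) and not in CD-fed mice (1.39, edgeR glmTreat FDR = 0.0598). A test of the interaction of diet and cell type found no difference between the diets for any of these genes (edgeR glmQLFTest FDR from 0.682 for *Axl* to 1 for *Clec7a*). *Lyz2* and *Lpl* have fractional expected counts in most libraries, and *Clec7a* had 1 CD45 lo library of WD-fed mice set apart below the other 3. *Csf1* passed in CD-fed mice with DESeq2, with the edgeR 4 quasi-likelihood method, with glmQLFTest and a later limit, and without replicate 2 of CD45 lo cells from CD-fed mice. In WD-fed mice *Csf1* did not pass with a replicate block by sample titles. Every CD45 hi library was above every CD45 lo library for each gene on each diet.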

To determine whether CD11b+CD45^lo^ or CD11b+CD45^hi^ cells are enriched for peripheral myeloid cells, classical markers of monocytes/macrophages and granulocytes were assessed. The monocyte/macrophage genes *Ccr2*, *Cd74*, and *S100a4* were more highly expressed in CD11b+CD45^hi^ compared with CD11b+CD45^lo^ cells (Fig. 4b). Similarly, the granulocyte genes *S100a8*, *S100a9*, and *Stfa2l1* were highly expressed in CD11b+CD45^hi^ cells, with *Stfa2l1* as the newly identified neutrophil marker [34]. This result was also supported by our flow cytometry data that showed more Ly6c+Ly6g− and Ly6c+Ly6g+ cells were present in CD11b+CD45^hi^ cells (Additional file 1: Figure S2E, G). 

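*Cd74* (chromosome 18 of mm10, 60803848 to 60812652) had 3479 ± 1500 cpm in CD45 hi cells (SD, n = 3) and 71.3 ± 18.4 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a log2 fold change of 5.61 (SE 0.34, edgeR glmTreat FDR = 6.02e-08). In CD-fed mice it was 5.80 (SE 0.337, edgeR glmTreat FDR = 2.51e-08). *Ccr2* had 271 ± 45.7 and 20.3 ± 12.6 cpm in WD-fed mice, a log2 fold change of 3.73 (SE 0.51, edgeR glmTreat FDR = 0.0003), and 4.55 in CD-fed mice. Its expected counts are fractional, which marks reads shared with another gene. *S100a4* had 70.0 ± 28.8 and 5.64 ± 5.45 cpm in WD-fed mice, a log2 fold change of 3.63 (SE 0.762, edgeR glmTreat FDR = 0.0104), and 3.73 in CD-fed mice (edgeR glmTreat FDR = 0.00784). In a fit of the WD libraries alone *S100a4* did not pass.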

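*S100a8* had 110 ± 42.3 cpm in CD45 hi cells (SD, n = 3) and 13.3 ± 5.7 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a log2 fold change of 3.05 (SE 0.581, edgeR glmTreat FDR = 0.00607), which did not pass with limma-voom. In CD-fed mice it had 301 ± 118.7 and 25.5 ± 20.2 cpm (SD, n = 4 each), a log2 fold change of 3.56 with 1 CD45 hi library set apart below the other 3 (edgeR glmTreat FDR = 0.00125). *S100a9* had 400 ± 177 and 37.2 ± 14.4 cpm in WD-fed mice (log2 fold change 3.43, SE 0.536, edgeR glmTreat FDR = 0.00106) and a log2 fold change of 3.48 in CD-fed mice. *Stfa2l1* had 32.5 ± 15.7 cpm in CD45 hi cells of WD-fed mice and at most 3 counts in each CD45 lo library, at least a 143-fold difference. Its expected counts are partly fractional. In CD-fed mice its log2 fold change was 7.82 (SE 1.16, edgeR glmTreat FDR = 0.000431). From the levels of these monocyte and granulocyte genes, together with its flow cytometry data, the paper proposes that CD45 hi cells are enriched for infiltrating peripheral myeloid cells.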

Together, our data support our model that CD11b+CD45^hi^ cells are enriched for infiltrating peripheral myeloid cells. Interestingly, both CD11b+CD45^lo^ and CD11b+CD45^hi^ cells expressed high levels of C1q complex-coding genes (*C1qa*, *C1qb*, and *C1qc*) (Fig. 4d), while CD11b+CD45^hi^ cells expressed significantly higher levels of downstream complement components (*C2*, *C3*, and *C4b*) than CD11b+CD45^lo^ cells (Fig. 4d), suggesting the complement cascade, a component of the innate immune response, is more active in CD11b+CD45^hi^ cells compared to CD11b+CD45^lo^ cells.

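In WD-fed mice *C1qa* had 498 ± 23.7 cpm in CD45 hi cells (SD, n = 3) and 771 ± 99.8 cpm in CD45 lo cells (SD, n = 4), *C1qb* 1052 ± 146 and 1253 ± 268 cpm, and *C1qc* 926 ± 289 and 1026 ± 249 cpm. None of the 3 was shown to differ by more than 1.5-fold on either diet (edgeR glmTreat FDR from 0.553 to 1). *C1qa* in WD-fed mice had a log2 fold change of -0.63 (SE 0.175), with every CD45 hi library below every CD45 lo library, and passed the test for any change (edgeR glmQLFTest FDR = 0.0305). The direction of *C1qb* in CD-fed mice and of *C1qc* in WD-fed mice changed when single libraries were left out, and *C1qc* had 1 CD45 lo library of CD-fed mice set apart above the other 3. *C4b* had 117 ± 21.5 and 11.01 ± 2.88 cpm in WD-fed mice, a log2 fold change of 3.41 (SE 0.322, edgeR glmTreat FDR = 8.81e-06), and 3.76 in CD-fed mice (edgeR glmTreat FDR = 1.87e-06). Its expected counts are fractional in part of the libraries. *C3* had a log2 fold change of 2.70 in WD-fed mice (SE 0.704, edgeR glmTreat FDR = 0.0456) and 2.62 in CD-fed mice (SE 0.675, edgeR glmTreat FDR = 0.0513). *C2* had 2.62 (SE 0.997, edgeR glmTreat FDR = 0.187) and 3.87 (SE 1.01, edgeR glmTreat FDR = 0.0456). *C3* therefore did not pass the threshold in CD-fed mice and *C2* did not pass it in WD-fed mice, where the libraries of CD45 hi and CD45 lo cells overlapped for *C2*. *C3* passed in CD-fed mice with DESeq2, limma-voom and either replicate block, among other settings, and *C2* passed in WD-fed mice with DESeq2. The calls of *C3* in WD-fed mice and of *C2* in CD-fed mice were each lost with limma-voom, among other settings. The interaction of diet and cell type had an edgeR glmQLFTest FDR of 0.999 for *C3* and 0.814 for *C2*.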

### Pathway analyses identified enrichment of genes involved in diapedesis in CD11b+CD45^hi^ cells in obesity, aging, and AD

A major goal of this study was to determine genes/pathways to help define the function of cells in the CD11b+CD45^hi^ population. Therefore, we employed the canonical pathway function in IPA software to identify pathways enriched in the 740 and 554 DE genes from WD and CD, respectively, comparing the CD11b+CD45^hi^ samples to the CD11b+CD45^lo^ samples **(**Additional files 2 and 3). As expected, most of the top 15 canonical pathways were involved in immune-related functions (Fig. 5a). 

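Among the genes of the adhesion and diapedesis pathways in Fig. 5b, *Mmp8* had 75.4 ± 37.7 cpm in CD45 hi cells (SD, n = 3) and 7.17 ± 4.7 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a log2 fold change of 3.40 (SE 0.568, edgeR glmTreat FDR = 0.00196). In CD-fed mice its log2 fold change was 4.18 (SE 0.566, edgeR glmTreat FDR = 0.000237). *Fpr1* had log2 fold changes of 5.12 in WD-fed mice (SE 1.17, edgeR glmTreat FDR = 0.016) and 4.39 in CD-fed mice (SE 1.1, edgeR glmTreat FDR = 0.0331). *Fpr2* had 5.07 (SE 1.29, edgeR glmTreat FDR = 0.0295) and 3.59 (SE 1.17, edgeR glmTreat FDR = 0.13), so that it did not pass in CD-fed mice, where it passed with DESeq2 and with the edgeR 4 quasi-likelihood method. With limma-voom the calls of *Fpr1* and *Ccl17* on both diets, *Fpr2* in WD-fed mice and *Mmp13* in CD-fed mice were lost, and other settings removed part of these and of the calls of *Ccl22*. For *Fpr2* the interaction of diet and cell type had an edgeR glmQLFTest FDR of 0.811, and the libraries of CD-fed mice overlapped for *Fpr1* and *Fpr2*. *Ccl22* had a log2 fold change of 5.61 in WD-fed mice (edgeR glmTreat FDR = 0.0193) and was at least 42.1-fold higher in CD45 hi cells of CD-fed mice. *Ccl17*, at 3.11 ± 2.99 cpm in CD45 hi cells of WD-fed mice (SD, n = 3), was at least 13.7-fold higher there and at least 29.3-fold higher in CD-fed mice, with overlapping libraries on both diets. *Mmp13* was at least 71.1-fold higher in CD45 hi cells of WD-fed mice and had a log2 fold change of 6.32 in CD-fed mice (SE 1.6, edgeR glmTreat FDR = 0.0325), where its libraries overlapped. *Fpr1* and *Mmp13* each had 1 CD45 lo library of CD-fed mice set apart above the other 3.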

Importantly, the top two pathways are granulocyte or agranulocyte adhesion and diapedesis (Fig. 5a, b), suggesting CD11b+CD45^hi^ cells include peripheral myeloid cells as a result of their extravasation into the brain. Atherosclerosis signaling was the third significant pathway (Fig. 5a, c, and e) suggesting CD11b+CD45^hi^ cells contribute to chronic cerebrovascular inflammation that may result from the build-up of fatty material under chronic WD consumption. 

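Of the genes shown for atherosclerosis signaling in Fig. 5c, *Msr1* had 175 ± 54.4 cpm in CD45 hi cells (SD, n = 3) and 9.56 ± 3.62 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a log2 fold change of 4.19 (SE 0.361, edgeR glmTreat FDR = 2.51e-06). *Cd36* had 137 ± 36.4 and 3.62 ± 2.29 cpm (log2 fold change 5.24, SE 0.533, edgeR glmTreat FDR = 1.19e-05), and *Itga4* 536 ± 100.0 and 23.6 ± 8.18 cpm (log2 fold change 4.51, SE 0.356, edgeR glmTreat FDR = 9.31e-07). *Il1rn* and *Ccl2* had log2 fold changes of 4.78 and 1.85 (edgeR glmTreat FDR = 0.000789 and 0.00871). In CD-fed mice the log2 fold changes of these 5 genes were 3.48 for *Msr1*, 4.92 for *Cd36*, 4.33 for *Itga4*, 3.93 for *Il1rn* and 1.90 for *Ccl2*, all past the threshold. The difference held in CD-fed as in WD-fed mice, and no interaction of diet and cell type was found for these genes (edgeR glmQLFTest FDR from 0.648 for *Msr1* to 0.995 for *Ccl2*). *Itga4* has fractional expected counts in every library.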

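The genes of Fig. 5d other than *Trem1* fell into those past the threshold and those below it. In WD-fed mice *Tlr8* had 96.8 ± 38.8 cpm in CD45 hi cells (SD, n = 3) and 3.14 ± 3.28 cpm in CD45 lo cells (SD, n = 4), a log2 fold change of 4.95 (SE 0.696, edgeR glmTreat FDR = 0.000308). *Ciita* had a log2 fold change of 6.12 (SE 0.965, edgeR glmTreat FDR = 0.000795), *Nlrc4* 6.02 (SE 1.26, edgeR glmTreat FDR = 0.00841) and *Cd83* 1.60 (SE 0.233, edgeR glmTreat FDR = 0.0026). In CD-fed mice these were 5.24 for *Tlr8*, 5.33 for *Nlrc4* and 1.66 for *Cd83*, and *Ciita* was 36.7-fold higher, all past the threshold. *Tyrobp* had 861 ± 147 and 468 ± 18.5 cpm in WD-fed mice, a 1.84-fold difference that was not shown to exceed 1.5-fold (edgeR glmTreat FDR = 0.141). It passed the test for any change (edgeR glmQLFTest FDR = 0.00226), every CD45 hi library was above every CD45 lo library, and with DESeq2 or with glmQLFTest and a later 1.5-fold limit *Tyrobp* was called. *Nlrp3* had 104 ± 54.4 and 69.0 ± 7.29 cpm, a difference that was not shown to exceed 1.5-fold, with overlapping libraries (edgeR glmTreat FDR = 0.657). In CD-fed mice the libraries overlapped for both genes. There *Tyrobp* had a log2 fold change of 0.52 (SE 0.156, edgeR glmTreat FDR = 0.895, edgeR glmQLFTest FDR = 0.0492). *Nlrp3* had 0.21 (SE 0.311, edgeR glmQLFTest FDR = 0.796). *Tlr8* and *Tyrobp* in WD-fed mice and *Nlrc4* in CD-fed mice each had 1 CD45 lo library set apart above the other 3, by a small amount for *Tyrobp*. *Nlrc4* did not pass on either diet with a replicate block by sample titles.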

Another significant pathway was TREM1 signaling (Fig. 5a, d, and f) suggesting that CD11b+CD45^hi^ cells mediate proinflammatory responses in the brain. Together, our pathway analyses further support our model that CD11b+CD45^hi^ cells are composed of peripheral monocytes and granulocytes that infiltrate into the brain and contribute to WD-related neuroinflammation.

**Fig. 5:**
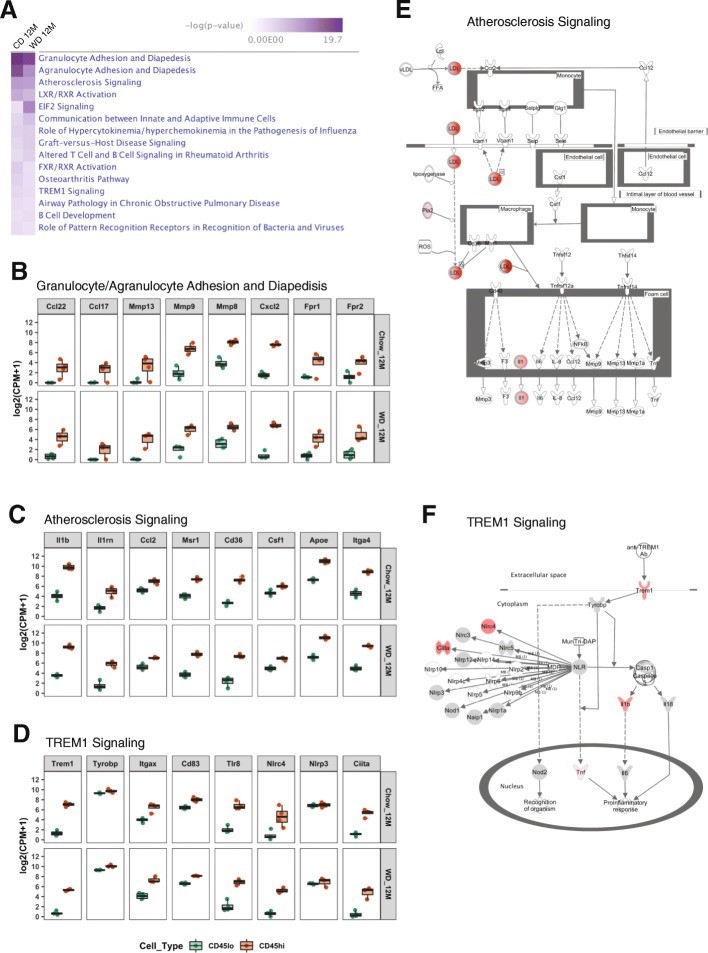
Ingenuity Pathway Analysis (IPA) of DE genes between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells. **a** IPA reveals the top 15 canonical pathways based on the DE genes comparing CD11b+CD45^lo^ and CD11b+CD45^hi^ cells in CD or WD diet-fed mice [−log_10_(*p* value) > 1.3]. **b**–**d** Box plots showing the expression levels of the representative genes in CD11b+CD45^lo^ and CD11b+CD45^hi^ cells in granulocyte or agranulocyte adhesion and diapedesis (**b**), atherosclerosis signaling (**c**), and TREM1 signaling pathways (**d**). **e**–**f** Pathway network illustration of atherosclerosis signaling (**e**) and TREM1 signaling (**f**) pathways in WD-fed mice. The molecules in red indicate their significantly increased expression in CD11b+CD45^hi^ cells compared to CD11b+CD45^lo^ cells

While aging is the greatest risk factor for AD, obesity also significantly increases risk. Further, multiple lines of evidence show that myeloid cells may be central to brain changes observed in obesity, aging, and AD [9–13]. Therefore, to determine the similarities and differences between myeloid cell populations in WD-fed mice, AD mice, and aging mice, transcriptional profiles were generated from CD11b+CD45^lo^ and CD11b+CD45^hi^ cells isolated from B6 mice fed the CD from 2 to 20 months, and B6.*APP/PS1* mice fed the CD from 2 to 6 months (early plaque deposition in this strain). Interestingly, the DE genes comparing transcriptional profiles between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells in aging and AD showed similar enriched pathways to those identified in WD-fed mice (Additional file 1: Figure S6).

### Top genes enriched in CD11b+CD45^hi^ cells reflected peripheral myeloid cell profiles

Data presented here and previous data suggest that CD11b+CD45^hi^ cells are a mixed population that includes potentially responding (activated) brain-resident microglia and peripheral myeloid cells that infiltrated into the brain after WD consumption. To determine their respective contributions to brain health, it is essential to determine genes that define these different myeloid subpopulations to enable functional testing. To identify gene sets that better define these subpopulations, we set stringent criteria to determine the top DE genes enriched in CD11b+CD45^hi^ and CD11b+CD45^lo^ cells (detailed in the “Methods” section). This strategy allowed us to identify genes that showed high levels of expression in one cell population and negligible expression in the other cell population. Using this approach, we identified a set of 34 genes that are enriched in CD11b+CD45^lo^ cells (Additional file 5) and a set of 73 genes highly enriched in CD11b+CD45^hi^ cells in the brains of WD-fed mice (Additional file 6). 

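With the criteria of the Methods, 27 genes were enriched in CD45 lo cells of WD-fed mice (past the 1.5-fold threshold, a mean over 100 cpm in CD45 lo libraries and at least 2-fold higher) and 60 genes in CD45 hi cells (a mean over 100 cpm in CD45 hi libraries and at least 10-fold higher). Of the genes in the paper's lists, 25 of 34 and 58 of 73 were among them. The 27 CD45 lo genes had the largest fold changes for *Upk1b* (log2 fold change -2.59) and *Pald1* (-2.04), and included *P2ry12*, *P2ry13* and *Tmem119*. Requiring every library to exceed 100 cpm left 24 and 43 genes. The CD45 lo count moved most when the 1.5-fold limit was set after glmQLFTest, which gave 52.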

To classify the myeloid cell subtypes present in the CD11b+CD45^lo^ and CD11b+CD45^hi^ populations, both gene sets were compared against the RNA-sequencing database of all immune cell types deposited at ImmGen [25]. The 34 CD11b+CD45^lo^ cell-related genes specifically matched the microglia profile, but not any other tissue macrophages, monocytes, or neutrophils (Fig. 6a). In contrast, the 73 CD11b+CD45^hi^ cell-related genes more accurately matched to monocytes and neutrophils with the least alignment against the microglia profile (Fig. 6b). The five most highly enriched genes based on fold change (CD11b+CD45^hi^ compared to CD11b+CD45^lo^) were *Cxcl2* (137.63-fold), *Ear2* (97.96-fold), *Spp1* (91.95-fold), *Spn* (70.74-fold), and *Cd300ld* (65.97-fold) (Fig. 6c). 

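In WD-fed mice *Cxcl2* (chromosome 5 of mm10, 90903871 to 90905938) had 95.0 ± 31.8 cpm in CD45 hi cells (SD, n = 3) and 0.701 ± 0.85 cpm in CD45 lo cells (SD, n = 4), a 138-fold difference (log2 fold change 7.11, SE 0.647, edgeR glmTreat FDR = 3.13e-06). *Ear2* had 88.0 ± 38.5 and 0.899 ± 1.1 cpm and a 98.7-fold difference (edgeR glmTreat FDR = 0.00017). *Spp1* had 181 ± 56.5 and 1.94 ± 1.45 cpm and a 91.6-fold difference (edgeR glmTreat FDR = 6.41e-05). *Spn* had 105 ± 76.6 and 1.48 ± 1.3 cpm and a 71.0-fold difference (edgeR glmTreat FDR = 0.00013). *Cd300ld* had 143 ± 38.6 and 2.13 ± 2.15 cpm and a 65.8-fold difference (edgeR glmTreat FDR = 1.08e-05). *Ptgs2* had 92.2 ± 11.1 and 1.45 ± 1.01 cpm and a 62.6-fold difference (edgeR glmTreat FDR = 0.000742), *Ace* a 58.1-fold and *H2-Eb1* a 57.7-fold difference. The means of *Cxcl2*, *Ear2* and *Ptgs2* over the CD45 hi libraries were under 100 cpm, so that these 3 genes were not among the 60. In CD-fed mice the difference was 98.9-fold for *Cxcl2*, 64.7-fold for *Ear2*, 44.8-fold for *Spp1*, 19.6-fold for *Spn* and 31.6-fold for *Cd300ld*. *Spp1* and *H2-Eb1* each had 1 CD45 hi library of CD-fed mice set apart above the other 3, and *Cxcl2* had 1 such CD45 lo library of WD-fed mice. *Cxcl2*, *Ear2* and *Cd300ld* have fractional expected counts in part of the libraries.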

The seventh most enriched gene was *Il1b* (60.14-fold), a proinflammatory marker. 

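*Il1b* (chromosome 2 of mm10, 129364570 to 129371139) had 483 ± 141 cpm in CD45 hi cells (SD, n = 3) and 8.03 ± 1.65 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a 60.2-fold difference (log2 fold change 5.91, SE 0.414, edgeR glmTreat FDR = 2.1e-07). In CD-fed mice it had 749 ± 269 and 12.9 ± 7.06 cpm, a 58.0-fold difference (edgeR glmTreat FDR = 1.26e-07).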

The tenth most enriched gene was *Itgal* that codes for CD11a, a protein widely used as a marker of peripheral immune cells [35] (Fig. 6f). 

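*Itgal* (chromosome 7 of mm10, 127296260 to 127335138) had 264 ± 59.4 cpm in CD45 hi cells (SD, n = 3) and 5.11 ± 3.37 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a 51.6-fold difference (log2 fold change 5.69, SE 0.578, edgeR glmTreat FDR = 1.13e-05). In CD-fed mice the difference was 41.2-fold (edgeR glmTreat FDR = 1.57e-05).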

As expected given the sorting strategy (Fig. 3), neither gene set matched well with other immune cell types including B cells, T cells, dendritic cells, NK cells, mast cells, basophils, or stromal cells (Additional file 1: Figure S7).

**Fig. 6:**
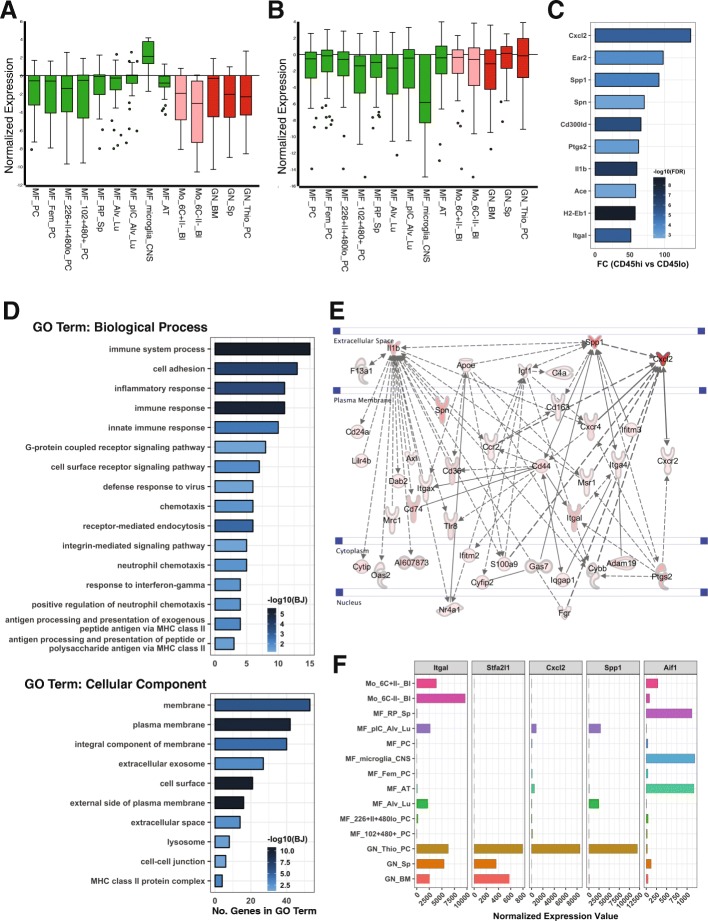
Top genes enriched in CD11b+CD45^hi^ cells reflected peripheral myeloid cell profiles in WD-fed mice. **a**, **b** Normalized gene expression plot (reproduced from ImmGen datasets, see the “Methods” section) showing relative gene expression values for 34 CD11b+CD45^lo^ cell-enriched DE genes (**a**) or 73 CD11b+CD45^hi^ cell-enriched DE genes (**b**) within macrophage (green), monocytes (pink), and neutrophils (red). Normalized expression means log_2_(gene expression value/average expression value of all genes). ImmGen immune cell type abbreviations: MF = macrophage, Mo = monocytes, GN = neutrophils, PC = peritoneal cavity, Bl = blood, Sp = spleen, BM = bone marrow, Alu_Lu = alveolar cell in the lung, Fem = female, CNS = central nervous system. **(c)** Fold change (FC) of top 10 CD11b+CD45^hi^ cell-enriched genes (FC compared to CD11b+CD45^lo^ cells) in WD-fed mice, colored by the significance level using -log_10_(FDR). **d** Numbers of genes involved in GO term of Biological Process and cellular component analysis based on 73 CD11b+CD45^hi^ cell-related genes in WD-fed mice, colored by significance level using -log_10_(BJ). **e** Gene interaction network generated in IPA containing 37 of the 73 CD11b+CD45^hi^ cell-enriched genes in WD-fed mice. **f** Normalized expression levels of *Itgal* (blood-derived immune cell marker), *Cxcl2*, *Spp1*, *Stfa2l1* (specific neutrophil marker), and *Aif1* (brain myeloid cell marker) across macrophage, monocytes, and granulocytes reproduced from ImmGen datasets (same datasets as **a** and **b**)

To predict the functions of the CD11b+CD45^hi^ cell-related genes, Gene Ontology (GO) enrichment analysis was performed on the 73 genes. Enriched biological process (BP) GO terms related to immune-related processes (Fig. 6d). The second enriched BP GO term was cell adhesion, further supporting that CD11b+CD45^hi^ cell is involved in diapedesis, as cell adhesion occurs before diapedesis (Fig. 6d). Interestingly, enriched BP GO terms also included neutrophil chemotaxis and positive regulation of neutrophil chemotaxis, suggesting that the CD11b+CD45^hi^ cells could include neutrophils, the major cell subtype of granulocytes. GO term analysis was also consistent with pathway analysis in IPA that revealed granulocyte adhesion and diapedesis as the top canonical pathway (Fig. 5a). Furthermore, the cellular component (CC) GO term enrichment analysis suggested CD11b+CD45^hi^ cell-related genes include genes encoding membrane-bound or extracellular proteins (Fig. 6d). Using the gene interaction network function of IPA, 37 of the 73 genes appeared in a single gene network (Fig. 6e), including *Cxcl2*, *Spp1*, *Spn*, *Ptgs2*, *Il1b*, and *Itgal*, that were among the top 10 CD11b+CD45^hi^ cell-related genes (Fig. 6c). Consistent with CC GO term enrichment, proteins encoded by the CD11b+CD45^hi^ cell-related genes in this network are highly enriched in plasma membrane component, serving as immune cell surface receptors.

To further refine which cell type the GO terms and gene network may be functioning in, key genes in the network were compared to the ImmGen datasets [26]. Two of the most highly enriched genes in this network, *Cxcl2* and *Spp1*, were predominantly expressed in thioglycolate broth (TG) stimulated neutrophils, showing a strikingly similar expression pattern to the recently identified neutrophil marker, *Stfa2l1* [34] (Fig. 6f). Together, these data suggest that the CD11b+CD45^hi^ cell population included a significant number of neutrophils.

### Chronic western diet consumption induced OPN-expressing cells in the brain

GO term and gene network analyses predicted that the gene network containing *Cxcl2* and *Spp1* is functioning in activated neutrophils. *Spp1* encodes for osteopontin (OPN), a proinflammatory cytokine that has been shown to be secreted from numerous cells including activated leukocytes [36]. However, ImmGen data suggests that stimulated neutrophils are the greatest producer of OPN (Fig. 6f). Interestingly, in the ImmGen datasets, *Spp1* was not expressed in microglia that did express high levels of *Aif1* (that encodes IBA1, a commonly used marker for microglia and monocytes/macrophages) (Fig. 6f). *Aif1* was not expressed by stimulated neutrophils that highly express *Spp1* (Fig. 6f).

To further characterize *Spp1*, OPN and IBA1 immunoreactivity was examined in young (3 months) and aged (12 months) WT mice fed a CD or WD and 12-month *Ccr2*-KO mice fed a CD or WD. There was a significant increase in OPN+IBA1− cells in aged WT WD-fed mice compared to their aged CD-fed counterparts (Fig. 7e–l, u). However, this effect was not observed in *Ccr2*-deficient mice (Fig. 7m–t, v). Additionally, there was no significant difference in OPN+IBA1− cell number comparing young and aged mice under CD (Fig. 7a–h, u). There was a significant decrease in OPN+IBA1+ cells in 12-month WT WD-fed mice compared to WT CD-fed mice (Additional file 1: Figure S8A). However, there was no significant difference between the number of OPN+IBA1+ cells in aged *Ccr2*-KO mice under CD vs. WD (Additional file 1: Figure S8B). Together, our data suggest that a population of OPN+IBA1− cells enter the brain in response to a WD via a CCR2-dependent mechanism. We speculate this OPN+IBA1− population likely represents activated neutrophils.

**Fig. 7:**
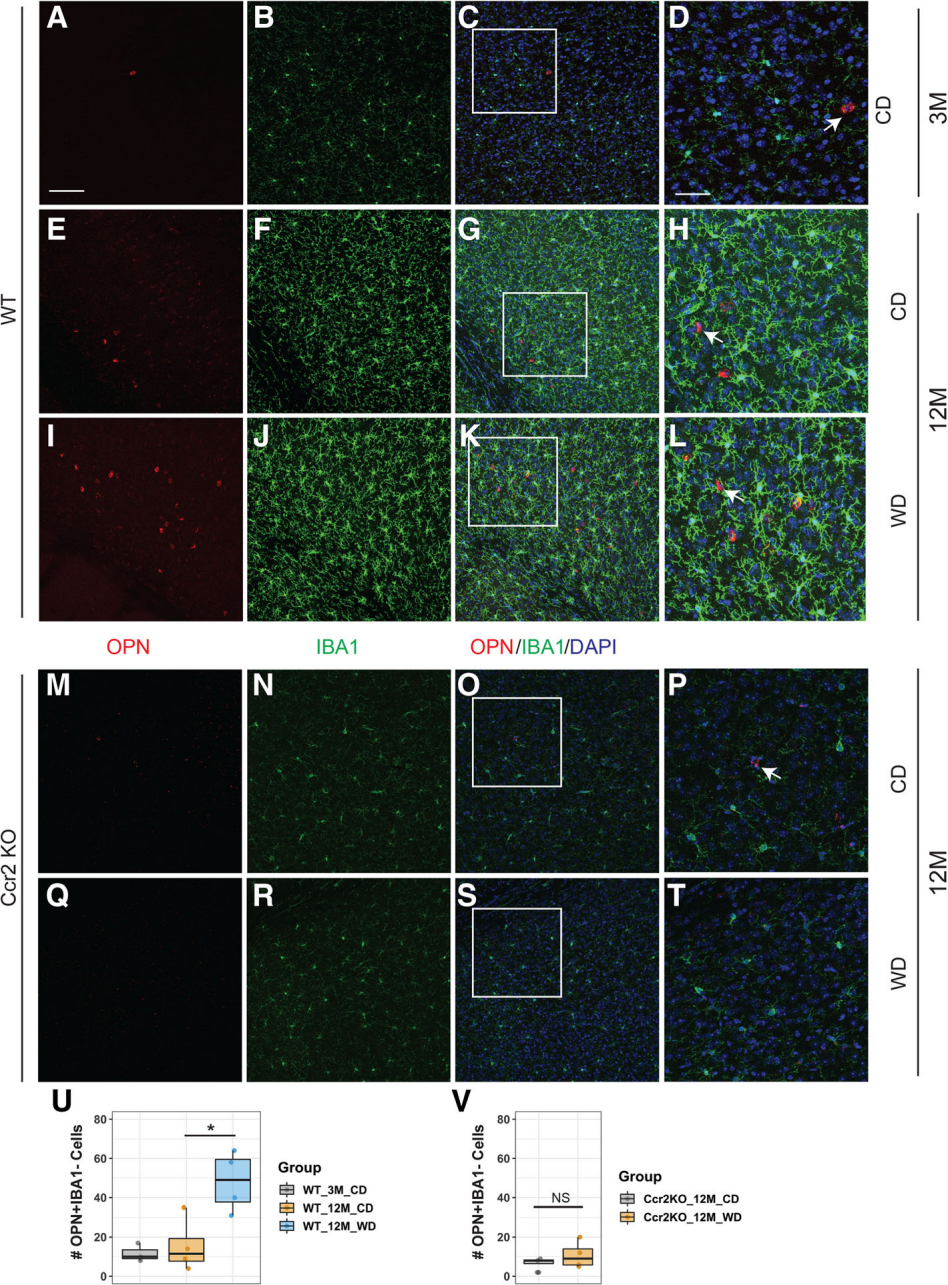
WD increased OPN+IBA1− cells in the brain. **a**–**l** Representative cortical sections on OPN (red) and IBA1 (green) staining from 3-month WT mice fed a CD (**a**–**d**), 12-month-old WT mice fed a CD (**e**–**h**) or WD (**i**–**l**). **m**–**t** Representative cortical sections on OPN (red) and IBA1 (green) staining from 12-month *Ccr2*-KO mice fed a CD (**m**–**p**), or WD (**q**–**t**). **d**, **h**, **l**, **p**, and **t** are magnified images cropped from **c**, **g**, **k**, **o**, and **s**, respectively. Arrows indicate examples of OPN+IBA1− cell in each group. **u** Box plots showing the number of OPN+IBA1− cells (sum of cell numbers from seven images per animal) in 3-month WT CD-fed mice, and 12-month CD or WD-fed WT (one-way ANOVA followed by Tukey HSD post hoc test, *p = 0.016). **v** Box plots showing the number of OPN+IBA1− cells (sum of cell numbers from seven images per animal) in 3-month *Ccr2*-KO and 12-month CD or WD-fed WT (*T* test; not significant, NS). Scale bars: **a**–**c**, **e**–**g**, **i**–**k**, **m**–**o**, and **q**–**s**, 100 μm

## Discussion

Brain myeloid cells are well recognized in WD- and obesity-induced neuroinflammation. However, to our knowledge, this study is the first to perform transcriptomic characterization of brain myeloid cell subpopulations in obese mice. We characterized two distinct subsets of brain myeloid cells, CD11b+CD45^lo^ and CD11b+CD45^hi^ cells in mice fed a WD from 2 to 12 months. Our flow cytometry, FACS, and transcriptomic analyses showed that CD11b+CD45^lo^ cells are most likely the steady-state brain-resident microglia while CD11b+CD45^hi^ cells are likely composed of responding (or activated) microglia, dendritic cells and peripherally derived cells (monocytes/macrophages and neutrophils). The heterogeneity of CD11b+CD45^hi^ cells in our study is likely due to the fact that CD45 is not categorical to separate different subpopulations of myeloid cells—particularly brain-resident vs. peripherally derived—at least in the context of neuroinflammation induced by chronic conditions like obesity, as our flow cytometry data showed continuous levels of CD45 expression across CD11b+CD45+ populations. In support of this, we detected common microglia markers such as *Tmem119*, *P2ry12*, and *P2ry13* in transcriptomes from CD11b+CD45^hi^ cells. Therefore, improved markers for distinguishing peripheral myeloid cell subpopulations from resident microglia are needed to determine the function of these different cell populations in health and disease.

Our flow cytometry and FACS data showed that chronic WD consumption increased the percent of CD11b+CD45^hi^ cells, likely through a CCR2-dependent mechanism. This suggests that certain subpopulations of CD11b+CD45^hi^ cells such as monocytes and neutrophils may be increased in the brain during WD. This is also supported by our observation of the increase in IBA1+ cells and OPN+ cells in WD-fed mice compared to CD-fed mice. However, no significant differences in Ly6c+Ly6g+ or Ly6c+Ly6g– cells were detected, and this may be due to the reported down-regulation of these markers upon entry into tissue (reviewed in [30]). Our data showed that some CD11b+CD45^hi^ cells are present in young and aging brains. This suggests immune surveillance, whereby peripheral cells enter the brain, is occurring at low levels in young and healthy aging brains [37, 38], and this process increases in response to a WD. Interestingly, we found that the percent of T cells increased in an age- and CCR2-dependent manner. It is possible that peripheral T cells infiltrate into the brain during aging [39] and potentiate or contribute to neuroinflammation through interaction with myeloid cells during neuropathological conditions [40]. The increased WD-associated neuroinflammation may mostly be explained by the increased number of peripheral myeloid cells and activated microglia presented in CD11b+CD45^hi^ cells, rather than altered gene expression in either CD11b+CD45^lo^ cells or CD11b+CD45^hi^ cells by WD. We detected no effect of WD on transcriptomes of CD11b+CD45^lo^ cells and possible subtle effects on transcriptomes of CD11b+CD45^hi^ cells. However, this observation could also be limited by our current technology. The gene expression of microglia or infiltrating myeloid cells during aging and/or WD consumption may show some brain region-specific responses [8, 39, 41]. Therefore, such potential region-specific gene expression pattern of CD11b+CD45^lo^ or CD11b+CD45^hi^ cells may be undetectable when myeloid cells from whole cerebral tissue were sequenced. Further studies incorporating spatial single-cell transcriptomic technologies are necessary [42–44].

By comparing transcriptional profiles from CD11b+CD45^hi^ cells compared to CD11b+CD45^lo^ cells in WD-fed mice, we identified 740 DE genes, 73 of which were almost exclusively expressed in CD11b+CD45^hi^ cells. The 73 genes included common markers of peripheral myeloid cells including *Itgal* (that encodes CD11a). Pathway analyses of the DE genes comparing CD11b+CD45^hi^ cells with CD11b+CD45^lo^ cells revealed enrichment of genes involved in granulocyte and agranulocyte adhesion and diapedesis, and atherosclerosis signaling (Fig. 5a). These closely related pathways imply that in WD-fed mice, peripheral monocytes, and neutrophils may interact with the cerebrovascular system leading to vascular dysfunction [45, 46]. Similar to an atherogenic condition, WD consumption can also cause dysregulation of lipid and cholesterol metabolism and mediate proinflammatory responses. Together, these lead to disruption of blood-brain barrier (BBB) homeostasis, causing increased BBB permeability via activation of endothelial cells and pericytes, key components and regulators of BBB [47]. Upon activation of WD-induced immune stimuli, endothelial cells can produce proinflammatory cytokines to attract peripheral myeloid cells including monocytes and neutrophils to the “injury” site [48–51]. Pericytes can also be activated to release proinflammatory cytokines or reactive oxygen species that further exacerbate BBB disruption by destabilizing tight junction proteins [52]. Together, these events can facilitate the transmigration of peripheral myeloid cells into the brain parenchyma. These peripheral myeloid cells can then amplify local inflammatory responses by producing proinflammatory cytokines such as IL-1, IL-6, and MMPs, which in turn cause additional cerebrovascular damage. For example, MMP9 has been shown to degrade basement membrane allowing monocytes and neutrophils to enter perivascular space causing BBB decomposition [53–55]. 

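*Mmp9* (chromosome 2 of mm10, 164940780 to 164955850) had 56.7 ± 31.8 cpm in CD45 hi cells (SD, n = 3) and 2.64 ± 1.62 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a 21.6-fold difference (log2 fold change 4.43, SE 0.875, edgeR glmTreat FDR = 0.00607). In CD-fed mice it had 99.5 ± 69.8 and 2.83 ± 3.05 cpm, a log2 fold change of 5.13 (SE 0.877, edgeR glmTreat FDR = 0.00181). In WD-fed mice *Mmp9* did not pass with limma-voom.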

In our study, *Mmp9* is highly enriched in CD11b+CD45^hi^ compared to CD11b+CD45^lo^ cells (Fig. 5b). BBB integrity is crucial for maintaining normal brain functions; breakdown allows entry of neurotoxic blood-derived cells, metabolites, and pathogens that initiate neurodegenerative processes [47]. Together, the pathway analyses support a model whereby WD-induced obesity leads to BBB leakage through the interaction of peripheral myeloid cells and vascular cells such as endothelial cells and pericytes.

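*Trem1* (chromosome 17 of mm10, 48232768 to 48246924) had 30.6 ± 4.12 cpm in CD45 hi cells (SD, n = 3) and 0.508 ± 0.363 cpm in CD45 lo cells (SD, n = 4) of WD-fed mice, a 60.4-fold difference (log2 fold change 5.92, SE 0.537, edgeR glmTreat FDR = 3.15e-06). In CD-fed mice it had 105 ± 29.8 and 1.2 ± 0.672 cpm, an 87.2-fold difference (edgeR glmTreat FDR = 8.35e-07). In CD45 hi cells every library of WD-fed mice (26.5 to 34.7 cpm) was below every library of CD-fed mice (72.0 to 143.8 cpm). These fold changes compare the cell types and do not show a rise of *Trem1* with the WD. No test between diets is given here for *Trem1*.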

Gene expression analysis showed CD11b+CD45^hi^ cells expressed high levels of *Trem1* (FC = 60.10 compared to CD11b+CD45^lo^ cells, Fig. 5d) suggesting they exhibit robust TREM1 signaling. TREM1 is selectively expressed on neutrophils and monocytes [56]. As a potent amplifier of acute and chronic inflammation, TREM1 has been linked with obesity, atherosclerosis, and AD. TREM1 expression was significantly increased in monocytes and neutrophils from blood, adipose, and liver biopsies in obese individuals [57]. In a second study, the expression of TREM1 was also significantly increased along with the proinflammatory M1 markers in liver biopsies of obese patients [58]. Genetic and pharmacological inhibition of TREM1 ameliorated atherosclerosis in mice [59]. Recent studies have also implicated TREM1 in AD. Protein quantitative trait analysis of human monocytes revealed that the rs6910730G variant in the *TREM1* locus was associated with a decreased *TREM1*/*TREM2* ratio and increased pathological features of AD and aging-related cognitive decline [60]. Another study suggested TREM1 facilitated microglial Aβ phagocytosis while the rs6910730G variant impaired this function and exacerbated AD pathogenesis [61]. These studies suggest TREM1 may play a beneficial role in Aβ clearance. However, TREM1 is highly expressed in neutrophils [56]. A recent study demonstrated that neutrophils transmigrated through the BBB into the AD mouse brain, worsening the AD phenotype [62]. In contrast, neutrophil depletion improved memory and reduced AD-relevant pathology [62]. TREM1 has also been implicated in vascular dysfunction [57–59], so the role of TREM1 in brain health is likely complex. Much attention is currently being given to *TREM2* in AD and other neurodegenerative diseases [63, 64]. However, given the complexity of neuroinflammatory responses in aging brains, other members of the TREM family (particularly TREM1) require more consideration.

Our stringent analysis of DE genes identified *Spp1* (that encodes OPN) as predominantly enriched in CD11b+CD45^hi^ cells and OPN+IBA1− cells were increased in WD-fed compared to CD-fed mice. As a proinflammatory cytokine, OPN is well recognized for controlling immune cell functions such as recruitment of monocytes/macrophage and facilitating cytokine secretion in leukocytes [65]. Studies suggest that OPN is critically involved in inflammation in adipose tissue during diet-induced obesity. In high-fat diet-fed mice, OPN was increased dramatically in macrophages that were recruited to adipose tissue [66], promoting extracellular matrix remodeling as well as proinflammatory responses [67]. OPN deficiency blocked macrophage infiltration into adipose tissue, disrupted extracellular matrix remodeling and reduced inflammation [66–68]. However, the role of OPN in the brain during diet-induced obesity is less known. We showed that OPN+IBA1− cells but not OPN+IBA1+ cells increased in the brain of WD-fed mice in a CCR2-dependent manner. This is consistent with the observation that GFP+RFP+ cells (RFP expression driven by the *Ccr2* promoter) increase in response to the WD (Fig. 1i). However, the exact relationship between cells expressing *Cx3cr1*::GFP, *Ccr2*::RFP, OPN, and IBA1 remains to be elucidated. Our result suggests that the increase in OPN-expressing cells is likely as a result of infiltration of peripheral myeloid cells, particularly neutrophils. In support of this, *Spp1* is primarily expressed in activated neutrophils based on the ImmGen transcriptional profiling data (Fig. 6f). *Spp1* was expressed at a minimal level in unstimulated bone marrow and spleen neutrophils suggesting *Spp1* is not expressed in steady-state neutrophils but may be dramatically upregulated upon stimulation, such as WD-induced inflammation. Although CCR2 is largely considered a marker for peripheral monocytes, CCR2 is also expressed in other immune cell types including neutrophils, albeit at a lower level [69]. CCR2 deficiency not only blocked monocyte infiltration into the brain, but also inhibited infiltration of neutrophils [69–71], as CCR2 deficiency sequesters multiple subsets of leukocytes including neutrophils in the bone marrow [69]. Collectively, these studies support our model that the OPN levels in brains of WD-fed mice are mediated by CCR2-dependent infiltration of neutrophils. However, the specific function of OPN is not well understood. In one study, OPN colocalized with CD68-positive myeloid cells in vessels with an impaired BBB in stroke-prone spontaneously hypertensive rats, indicating OPN-expressing microglia or macrophages may be involved in regulating BBB homeostasis [72]. Other studies suggested OPN may be protective to BBB after subarachnoid hemorrhage [73, 74]. Whether OPN is beneficial or detrimental to BBB and overall brain health during WD-induced obesity and other brain disorders remains to be determined.

## Conclusion

Our data suggest that diet-induced obesity results in increased infiltration of peripheral myeloid cells into the brain. Cells with similar gene expression signatures appear in the brains of aged mice and a mouse model of AD. These cells are likely composed of monocytes and neutrophils and may elicit proinflammatory responses  that destabilizes the blood-brain barrier and/or brain function. Understanding their contribution to diet-induced obesity will allow us to determine neuroinflammatory components that are shared with age-related cognitive decline and other age-related neurodegenerative diseases such as Alzheimer’s disease, where diet/obesity are major risk factors.

## Additional files

Additional file 1: **Figure S1.** The percent of CD45+CD11c+ cells was increased by WD consumption in a CCR2-dependent manner. **(A)** Gating strategy showing total CD45+CD11c+ cells from total CD45+CD11b+ cells (from Fig. 3f). **(B-C)** Gating strategy showing CD11c+ cells from CD11b+CD45^lo^ (B) and CD11b+CD45^hi^ cells (C) from Fig. 3g, respectively. (D) Box plot showing the percent of total CD45+CD11c+ cells from 6-month CD-fed, 12-month CD- or WD-fed WT or *Ccr2*-KO mice. (E) Box plot showing the percent of CD45^lo^CD11c+ (marked in B) and CD45^hi^CD11c+ (marked in C) cells (two-way ANOVA followed by Tukey HSD post hoc test, *p < 0.05, **p < 0.01, ***p < 0.001). **Figure S2.** Ly6c+Ly6g− and Ly6c+Ly6g+ cells are predominantly expressed in CD11b+CD45^hi^ cells. **(A)** Gating strategy showing total Ly6c+Ly6g− and Ly6c+Ly6g+ cells from total CD45+CD11b+ cells (from Fig. 3f). **(B-C)** Gating strategy showing Ly6c+Ly6g− and Ly6c+Ly6g+ cells were profiled from CD11b+CD45^lo^ (B) and CD11b+CD45^hi^ cells (C) from Fig. 3g, respectively. **(D)** Box plot showing the percent of total Ly6c+Ly6g− cells from 6-month CD-fed, 12-month CD or WD-fed WT or *Ccr2*-KO mice. **(E)** Box plot showing the percent of CD45^lo^Ly6c+Ly6g− (B) and CD45^hi^Ly6c+Ly6g− (C) cells. **(F)** Box plot showing the percent of total Ly6c+Ly6g+ cells in the same groups of mice. **(G)** Box plot showing the percent of CD45^lo^Ly6c+Ly6g+ (B) and CD45^hi^Ly6c+Ly6g+ (C) cells (two-way ANOVA followed by Tukey HSD post hoc test, ***p < 0.001). **Figure S3.** The percent of T cells was increased during aging in a Ccr2-dependent manner. Box plots showing the percent of CD45+CD3e+ cells from 6-month CD-fed, 12-month CD or WD-fed WT or *Ccr2*-KO mice. The gating strategy was shown in Fig. 3f (Two-way ANOVA followed by Tukey HSD post hoc test, ***p < 0.001). **Figure S4.** Gene expression of major cell type markers in the brain. Box plots showing expression levels of marker genes of myeloid cells, astrocytes, pericytes, endothelial cells, and oligodendrocytes in CD11b+C45^lo^ and CD11b+CD45^hi^ cells from CD or WD-fed mice. **Figure S5.** WD may affect protein ubiquitination pathway and *Ctsd* expression in CD11b+CD45^hi^ cells. (A) Canonical pathways by IPA enriched in DE genes comparing CD11b+CD45^hi^ cells between WD and CD-fed mice, [−log(*p* value)] > 1.3 and number of genes in pathways ≥ 3. (B) Box plots showing the log_2_-transformed expression of *Ctsd* and genes involved in protein ubiquitination pathway in CD11b+C45^lo^ and CD11b+CD45^hi^ cells from CD or WD-fed mice. (C) Fold change (FC) of *Ctsd* and genes involved in protein ubiquitination pathway comparing CD11b+CD45^hi^ cells from WD and CD-fed mice, colored by significance level using -log_10_(FDR). The positive FC value means the gene expression of CD11b+CD45^hi^ from WD is larger in than that in CD-fed mice and vice versa. **Figure S6.** Shared transcriptomic features of brain myeloid cells in diet-fed, aged B6 and B6.*APP/PS1* mice. **(A)** PCA plot showing the first and second component of transcriptional expression profiles between CD11b+C45^lo^ and CD11b+CD45^hi^ cells in aged WT (20 months) mice and APP/PS1 (6 months) mice. **(B)** Top 15 shared canonical pathways revealed by IPA based on DE genes between CD11b+C45^lo^ and CD11b+CD45^hi^ cells in mice fed a CD or WD (12 months), aged WT mice (20 months) and APP/PS1 (6 months). **Figure S7.** Top genes enriched in CD11b+CD45^hi^ cells reflected peripheral myeloid cell profiles in WD-fed mice. Normalized gene expression plot **(**reproduced from ImmGen datasets) showing relative gene expression values for 34 CD11b+C45^lo^ cell-enriched DE genes (A) or 73 CD11b+CD45^hi^ cell-enriched DE genes (B) across all immune cell types available on ImmGen RNA-seq datasets. **Figure S8.** The number of OPN+IBA1+ cells per animal in the brain. (**A**) Box plot showing the number of OPN+IBA1+ cells per animal (the sum of cell numbers on seven images) in 12-month CD or WD-fed WT mice. (*T* test, **p = 0.0021). (**B**) Box plot showing the number of OPN+IBA1+ cells per animal (the sum of cell numbers on seven images) in 12-month CD or WD-fed *Ccr2*-KO mice. (*T* test; not significant, NS).

Additional file 2: Gene list comparing the transcriptomes of CD11b+CD45^lo^ with CD11b+CD45^hi^ cells in WD-fed mice. Pairwise comparison of transcriptomes between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells in WD-fed mice. The positive FC value means the gene expression is larger in CD11b+CD45^hi^ than in CD11b+CD45^lo^ and vice versa. DE genes were defined as FDR < 0.05.

Additional file 3: Gene list comparing the transcriptomes of CD11b+CD45^lo^ with CD11b+CD45^hi^ cells in CD-fed mice. Pairwise comparison of transcriptomes between CD11b+CD45^lo^ and CD11b+CD45^hi^ cells in CD-fed mice. The positive FC value means the gene expression is larger in CD11b+CD45^hi^ than in CD11b+CD45^lo^ and vice versa.

Additional file 4: Gene list comparing the transcriptomes of CD11b+CD45^hi^ from CD-fed mice and WD-fed mice. The positive FC value means the gene expression CD11b+CD45^hi^ is larger in WD-fed mice than that in CD-fed mice and vice versa. DE genes were defined as FDR < 0.05.

Additional file 5: The top CD11b+CD45^lo^ cell-related genes in WD-fed mice. The top DE genes enriched in CD11b+CD45^hi^ cells were defined as those with expression levels above 100 cpm and at least two-fold higher compared to CD11b+CD45^lo^ cells.

Additional file 6: The top CD11b+CD45^hi^ cell-related genes in WD-fed mice. The top DE genes enriched in CD11b+CD45^hi^ cells were defined as those with expression levels above 100 cpm and at least 10-fold higher compared to CD11b+CD45^lo^ cells.

## Data Availability

All raw fastq files and processed gene expression read counts for each animal can be found in NIH GEO Archive (GSE133814).

## Abbreviations

AD: Alzheimer's disease
B6: C57BL/6J
BBB: Blood-brain barrier
BJ: Benjamini *p* value
BP: Biological process
CC: Cellular component
CD: Control chow diet
cpm: Counts per million
DAM: Disease-associated microglia
DE: Differentially expressed
FACS: Fluorescent activated cell sorting
FDR: False discovery rate
GO: Gene ontology
ImmGen: Immunological Genome Project
IPA: Ingenuity Pathway Analysis
KO: Knockout
OPN: Osteopontin
PCA: Principal component analysis
WD: Western diet

How the deposited data were processed for this re-analysis (not part of the article)

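The values come from RNA-seq of CD45 hi and CD45 lo cells sorted from the brains of 12-month male B6 mice on the CD or fed the WD from 2 months of age. The authors trimmed 75 bp paired-end reads, removing bases under Phred 30, aligned them with Bowtie2 through RSEM to the mouse genome build mm10, and deposited one expected count per gene and library, an estimated count that is not normalized and need not be whole. The release of the gene annotation supplied to RSEM is not named in the paper's text. That text names alternative sequencing platforms without saying which library ran on which, so a batch by platform was not tested. The 15 libraries were grouped by diet and CD45 level from the sample titles, as 4 CD CD45 hi, 4 CD CD45 lo, 3 WD CD45 hi and 4 WD CD45 lo libraries. No pair of replicates of one group had identical counts. The chi-square statistic per degree of freedom between 2 replicates was 20.6 to 135 over the 21 pairs, so none was counted as a repeat of another.

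Expected counts were rounded to whole numbers. Genes with at least 1 cpm in at least 2 of the 15 libraries were kept, which left 14967 of 38924 genes. Counts were normalized by TMM and fitted with edgeR 4.0.16 in R 4.3.3, using estimateDisp and the earlier form of the quasi-likelihood method that the paper's edgeR release used. All 15 libraries entered one fit with 4 groups. CD45 hi and CD45 lo cells were compared within each diet with glmTreat at a 1.5-fold threshold, and the diets within each cell type with glmQLFTest and with glmTreat. The interaction of diet and cell type was tested with glmQLFTest. Genes with an FDR under 0.05 (Benjamini-Hochberg) were called. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Where every library of a group was at or under 3 counts, the fold change is a lower bound, with the mean of the other group set against 3 counts. It does not cover the spread of that other group. Lists of top genes followed the paper's criteria of 100 cpm with 10-fold (CD45 hi) or 2-fold (CD45 lo) differences. The PCA used log2 cpm with a prior count of 2, centred and scaled. The total expected count was 11951412 to 17912272 per library, so that 3 counts, taken as the smallest measurable value, correspond to 0.16 to 0.28 cpm after TMM normalization. This floor covers counting error only.

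Genes were named by a fixed rule. They are the genes the paper names for these libraries in its Results, Discussion or Figs. 4b-d, 5b-d and 6c, together with, for the comparisons of the cell types on each diet and of the diets in CD45 hi cells, the 3 genes with the highest and the 3 with the lowest log2 fold change among those past the threshold with at least 10 cpm in the higher group and no overlap between the libraries. Coordinates are those of GENCODE M21 on the same build, which lists 37607 of the 38924 identifiers. The paper's text does not say whether counting used the strand, so genes that overlap on opposite strands are uncertain.

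The alternatives tried, with 1 choice changed at a time, were glmQLFTest with a limit on the fold change set afterwards, DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2's size factors, other filters on low counts, fits of the compared groups alone, the edgeR 4 form of the quasi-likelihood method, robust estimates, counts that were not rounded, replicate blocks, and leaving out each library. DESeq2 is an exception, as it also brought its own size factors and tested for any change. Its 1.5-fold limit was set afterwards, so that its calls are not tests of a change beyond 1.5-fold. Fits without mitochondrial genes and with genes that have an Entrez identifier, the latter also with robust estimates, were added after seeing the data. Each count of called genes was also computed for other splits of the libraries. Replicate numbers come from the sample titles, and a second set of numbers from the names of the deposited files. In CD-fed mice both pair the same libraries. In WD-fed mice they pair different ones. The computation was tested on simulated counts with 200 of 14468 genes, drawn from those with a mean of at least 20 cpm, changed 8-fold in WD CD45 hi libraries. The main settings recovered 189 of them between cell types with 5 calls at unchanged genes, and 193 between diets with 7 such calls. For the interaction they recovered 175 with 8 such calls. They made 0 calls in the comparisons without a change. Apart from the changed genes, the simulation gave both cell types the same levels and the same spread. The real CD45 hi libraries vary more than the CD45 lo libraries. The simulation therefore does not measure how often false calls arise between diets in the real CD45 hi libraries.

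Pathway, gene ontology and ImmGen comparisons, the flow cytometry and imaging experiments, and the aged and APP/PS1 mice are not analysed here.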

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

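All tests in this part were chosen after the results were seen.

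The named genes gave 228 groups of 4 libraries with at least 1 library above 3 counts. In 20 of them the highest or lowest library was set apart from the other 3 beyond the critical value of Dixon's test, which chance exceeds in about 1 of 20 groups, or 11.4 of these. The 3 libraries of CD45 hi cells from WD-fed mice were not tested. Of the 20 groups, 14 were in CD45 lo and 6 in CD45 hi cells, and 17 concerned the highest library. In CD45 hi cells of CD-fed mice these were *Spp1* in replicate 4 (187 cpm, the others 35.0 to 57.0), *H2-Eb1* in replicate 4 (1030 cpm, the others 585 to 659), *Ttc9* in replicate 4 (21.6 cpm, the others 0.248 to 0.968), *Ikzf3* in replicate 2 (23.4 cpm, the others 3.43 to 5.79), *Rbfox3* in replicate 1 (3.08 cpm, the others 0) and, as the lowest, *S100a8* in replicate 3 (125 cpm, the others 343 to 383). Those in CD45 lo cells of CD-fed mice were *C1qc* in replicate 2 (1330 cpm, the others 892 to 931), *Mog* (1.40 cpm), *Nlrc4* (2.70 cpm) and *Mmp13* (0.571 cpm) in the same replicate, *Cd300e* in replicate 3 (0.492 cpm), and *Fpr1* (1.25 cpm) and *Ikzf3* (1.65 cpm) in replicate 4. Those in CD45 lo cells of WD-fed mice were *Clec7a* in replicate 1 as the lowest (9.51 cpm, the others 21.6 to 23.0), *Rbfox3* in replicate 1 (3.80 cpm), *Tlr8* (8.01 cpm) and *Gpr171* (0.519 cpm) in replicate 2, *Tyrobp* in replicate 3 (495 cpm, the others 457 to 460), *Cxcl2* in replicate 4 (1.97 cpm) and, as the lowest, *Dnajc1* in replicate 4 (91.2 cpm, the others 121 to 126). Neither a technical nor a biological explanation was tested for these single libraries.

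*Xist*, which the paper does not discuss, had 112 cpm (1190 counts) in replicate 1 of CD45 hi cells from WD-fed mice and at most 2.62 cpm in the other 14 libraries. *Xist* is transcribed from the inactive X chromosome of females, and the Methods state that males were used. A library from a female animal would lack Y-linked transcripts, but all 4 of the Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* had at least 10 cpm there. Their sum was 325 cpm, within the 122 to 325 cpm of the other CD45 hi libraries, which does not exclude a small admixture of female cells. If single transcripts were amplified unevenly, other libraries should also hold genes above 50 cpm that stay at or under 1 cpm in the remaining CD45 hi libraries. This library had 4 such genes, the other 6 CD45 hi libraries 0 to 3, and the CD45 lo libraries 0. *Xist* is not among the 4, since replicate 2 of CD45 hi cells from CD-fed mice had 1.49 cpm, so that these counts do not bear on *Xist* itself and decide nothing. The *Xist* signal cannot be told apart from uneven amplification or from a few cells of another animal. No biological explanation was tested.

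The interaction of diet and cell type passed an FDR of 0.05 for 1 gene, *Trmt61a*, whose log2 change with diet differed by -5.88 between CD45 hi and CD45 lo cells (SE 0.782, edgeR glmQLFTest FDR = 0.0128). It had 0.0941 to 1.15 cpm in the 3 WD CD45 hi libraries and at least 18.2 cpm in every CD library. Of 100 groupings of the diets within the cell types, the real one and random ones, 20 gave at least 1 gene, the real one included. Of 100 that parted the same replicate-number pairs, 18 did, again with the real one. The call can therefore not be told apart from an accident of grouping. No gene was called with limma-voom, with the edgeR 4 quasi-likelihood method, with either replicate block, or without replicate 1 or replicate 2 of CD45 lo cells from CD-fed mice (1202, 1427, 572, 586, 1229 and 1242 genes with an unadjusted p under 0.05). *Trmt61a* was called with DESeq2, DESeq2's size factors, robust estimates, counts that were not rounded, no filter on low counts, at least 1 cpm in at least 7 libraries, and each other library left out. It was also called with Entrez genes, with these and robust estimates, and without mitochondrial genes, which were chosen after seeing the data. A filter on at least 10 counts in every library removes *Trmt61a*, which had 1 count in its lowest library, and so does not test it. Neither another technical explanation nor a biological one was tested.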

How the results depend on the processing

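Alternatives were set before the data were examined, except the fits without mitochondrial genes, with genes that have an Entrez identifier, and with both that and robust estimates, which were chosen after seeing the data. The splits of the libraries were chosen as a test after the results were seen.

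Between cell types, the counts of 775 genes in WD-fed and 595 in CD-fed mice rose with a 1.5-fold limit set after glmQLFTest (1335 and 1162) and with DESeq2 (2296 and 1794). In WD-fed mice the count fell to 514 with genes of at least 10 counts in every library. With a replicate block in WD-fed mice it fell to 398 by the numbers in the sample titles and 353 by those in the file names. The other alternatives were within 1.5 times. Leaving out each of the 15 libraries gave 513 to 920 genes in WD-fed and 412 to 705 in CD-fed mice. The cause was not tested.

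Between diets in CD45 hi cells, the count of 38 genes became 1030 with DESeq2, 252 with the edgeR 4 quasi-likelihood method, 69 with genes of at least 1 cpm in at least 7 libraries, 2 with a replicate block by sample titles, and 0 with the CD45 hi libraries alone (843 with an unadjusted p under 0.05). Between diets that block joins different mice, whose same-numbered CD45 hi libraries had a mean r of -0.011, so that its count is not a better estimate. Leaving out each library gave 1 to 286 genes, 59 to 286 when it was a CD45 hi library and 1 to 15 when it was a CD45 lo library. With the 1.5-fold threshold, the count of 1 became 38 with glmQLFTest and a later limit, 1016 with DESeq2, 15 with the edgeR 4 method, 8 with at least 1 cpm in at least 7 libraries, 2 with no filter on low counts, 0 with limma-voom (1052 with an unadjusted p under 0.05), 0 with the CD45 hi libraries alone (579), 3 with Entrez genes and 4 with Entrez genes and robust estimates. With at least 10 counts in every library it was 1, and 0 of these were shared with the main settings, since that filter removes *Trmt61a*. Leaving out each library gave 1 to 83. In CD45 lo cells DESeq2 gave 4 genes with and 4 without the threshold, and leaving out each library gave 0. The changes with single libraries are taken up among the other observations, and the cause of the other changes was not tested.

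For the interaction, the count of 1 gene became 188 with DESeq2 and 0 with limma-voom (1202 with an unadjusted p under 0.05), with at least 10 counts in every library, which removes *Trmt61a* (718), with the edgeR 4 method (1427) and with a replicate block by titles (572) or file names (586). Leaving out each library gave 0 to 6 genes. The 27 top CD45 lo genes became 52 with the limit after glmQLFTest, 47 with DESeq2, 17 with limma-voom and 15 with the replicate block by file names, and ranged from 17 to 40 with each library left out. With each library left out, the 60 top CD45 hi genes ranged from 56 to 66, and PC1 and PC2 took 21.8% to 23.9% and 13.6% to 15.0% of the variance. The cause was not tested. Fits of the compared groups alone do not apply to the interaction, and the replicate block by file names was not run between diets.

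Directions reversed only when single libraries were left out, in genes that passed no threshold. The log2 fold change of *C1qb* in CD-fed mice, -0.04, became 0.09 without replicate 2 and 0.03 without replicate 3 of CD45 hi cells, and 0.09 without replicate 2 of CD45 lo cells (-0.17 to 0.09 over the fits with 1 library left out). That of *C1qc* in WD-fed mice, -0.15, became 0.04 without replicate 1 of CD45 hi cells (-0.41 to 0.04), and that of *Pdgfrb* in WD-fed mice, 1.06, became -0.27 without replicate 2 of CD45 hi cells (-0.27 to 1.80). The cause was not tested.

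For single named genes, the side of the threshold changed most often with limma-voom (15 of 135 values weaker, 2 stronger), a replicate block by sample titles (16 weaker, 1 stronger), the fit of the compared groups alone (12 of 133 weaker), the edgeR 4 method (6 weaker, 7 stronger) and DESeq2 (9 stronger). Of 2021 values with 1 library left out, 1874 kept direction and side, 129 were weaker, 13 stronger and 5 reversed. Without rounding all 135 kept theirs. The log2 fold changes of all genes had a median of -0.265 in WD-fed and -0.222 in CD-fed mice under limma-voom, against 0 and 0.036 under the main settings, so that limma-voom's changes are relative to that shift. With the replicate blocks the medians were -0.256 and -0.215 by sample titles and -0.249 and -0.215 by file names. A value of 3 counts is 0.16 to 0.28 cpm after TMM normalization, and fold changes against groups at that floor are lower bounds with respect to the floor only.

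Regrouping the libraries shows how often chance gives as many genes. For the comparison of cell types, 1 of 35 splits of the 7 WD libraries (the real one) gave 775 genes, and the largest other split 152. In CD-fed mice 1 of 35 gave 595, and no other split gave any. The 60 top CD45 hi genes were matched by no other of the 35, and the 27 top CD45 lo genes by 3 of 35, the real one included. The other 2 splits (32 and 54 genes) left 1 of the 7 libraries in its own group, as did the split with 152 genes. They nearly exchange the cell types, so that the count for the CD45 lo list does not measure chance alone. Between diets in CD45 hi cells, 7 of 35 splits gave at least 38 genes (the largest 99), and 20 of 35 at least 1 gene past the 1.5-fold threshold. In CD45 lo cells all 35 splits gave 0, as the real one did. Among the 8 splits that part the same replicate-number pairs, the real one alone was as large for both comparisons of cell types, both top lists and the 38 genes, 2 of 8 were as large for the 1.5-fold threshold, and 8 of 8 for CD45 lo cells. With 8 splits the share cannot fall under 0.05. The remaining splits leave at least 1 same-numbered pair in one group.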

Differences from the paper's values

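The paper reports 87 DE genes between WD and CD in CD45 hi cells, and 38 were found here. Of the 11 alternatives set before the data were examined, apart from leaving out libraries, 1 came within 1.5 times of the paper's count, the filter on at least 1 cpm in at least 7 libraries, at 69. So did 5 of the 15 fits that left out 1 library, with 65, 59, 96 and 77 genes without replicates 1 to 4 of CD45 hi cells from CD-fed mice and 106 without replicate 1 of CD45 hi cells from WD-fed mice. The other alternatives and fits did not.

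The paper reports 0 DE genes above 1.5-fold between diets in CD45 hi cells, and 1 was found here. Of 12 alternatives set before the data were examined, 2 gave 0 genes, limma-voom and the fit of the CD45 hi libraries alone (1052 and 579 genes with an unadjusted p under 0.05). The others, and all 15 fits that left out 1 library, gave at least 1 gene. In the paper's own list, 86 of its 87 genes have a fold change above 1.5.

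The paper names *Usp10*, *Sugt1*, *Ube2w* and *Ctsd* as DE between diets in CD45 hi cells. Here their edgeR glmQLFTest FDR values were 0.0732, 0.0623, 0.0543 and 0.0541. All 4 passed with DESeq2 and with the edgeR 4 quasi-likelihood method. *Usp10* also passed without replicate 2 of CD45 hi cells from WD-fed mice, and its FDR over all alternatives was 0.00171 to 0.785. *Sugt1* also passed without replicate 2 of CD45 hi cells from CD-fed mice or replicate 2 of those from WD-fed mice (0.000116 to 0.785). *Ube2w* also passed with at least 10 counts in every library, with at least 1 cpm in at least 7 libraries, and without replicate 1 of CD45 hi cells from WD-fed mice (1.51e-05 to 0.785). *Ctsd* also passed with limma-voom, with at least 1 cpm in at least 7 libraries, without replicate 4 of CD45 hi cells from CD-fed mice or replicate 3 of those from WD-fed mice, and with Entrez genes, with and without robust estimates, which were chosen after seeing the values (0.00371 to 0.785).

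The paper places *C2* and *C3* significantly higher in CD45 hi cells. Here *C2* did not pass the 1.5-fold threshold in WD-fed mice (edgeR glmTreat FDR = 0.187), where it passed with DESeq2 only (0.0367 to 0.398 over the alternatives). *C3* did not pass in CD-fed mice (edgeR glmTreat FDR = 0.0513, 0.00208 to 0.155 over the alternatives). It passed there with glmQLFTest and a later limit, DESeq2, limma-voom, DESeq2's size factors, no filter on low counts, at least 10 counts in every library, at least 1 cpm in at least 7 libraries, the edgeR 4 method and either replicate block. It also passed without replicate 3 of CD CD45 hi, replicate 2 of CD CD45 lo, replicates 1 and 2 of WD CD45 hi and replicates 2 and 4 of WD CD45 lo cells, and with Entrez genes, with these and robust estimates, and without mitochondrial genes, the last 3 chosen after seeing the values.

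The paper lists *Cxcl2*, *Ear2* and *Ptgs2* among its top CD45 hi genes. Here their means were 95.0, 88.0 and 92.2 cpm, under the limit of 100 cpm. *Cxcl2* met it without replicate 1 or replicate 2 of CD45 hi cells from WD-fed mice and *Ear2* without replicate 3. With only genes that have an Entrez identifier, an alternative chosen after seeing the values, 73 genes met the criteria and 72 of these are in the paper's list of 73, with *Cxcl2*, *Ear2* and *Ptgs2* at 116, 107 and 112 cpm. For CD45 lo cells it gave 35 genes, 31 of them in the paper's list of 34. The 3 genes also met the limit with Entrez genes and robust estimates, and without mitochondrial genes (111, 103 and 108 cpm), both chosen after seeing the values. Fits with fewer genes raise the cpm of all genes that remain, so that meeting the limit in them is a matter of scale. The FDR values in the paper's lists correspond to 13501 tested genes, against 14967 here. With a smaller set of genes the cpm of these 3 genes could likewise have been higher in the paper. Its text does not say which genes were left out. The paper describes *Rbfox3* as not detectable. Here it had more than 3 counts in 5 of the 15 libraries.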

Other observations

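All tests in this part were chosen after the results were seen.

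The 38 genes called between diets in CD45 hi cells were weighed against technical explanations. If CD45 hi libraries borrow a small spread from the CD45 lo libraries in a common fit, a fit of CD45 hi libraries alone should call fewer genes, and it called 0 (843 with an unadjusted p under 0.05). A fit of 7 libraries also has less power than one of 15, so that this count alone cannot tell a borrowed spread from lost power. Lost power alone should lower the count without a library of either cell type. The count was 1 to 15 without 1 CD45 lo library, which has no part in this comparison apart from the spread, the filter and the normalization, and 59 to 286 without 1 CD45 hi library, as a spread shared with the CD45 lo libraries would give. The common biological coefficient of variation, fitted for each cell type alone, was 1.0 in CD45 hi and 0.43 in CD45 lo libraries. Transcripts missed in single libraries were tested among 2115 genes with a mean of 10 to 30 cpm in both cell types, where 0.797% of the CD45 hi values and 0.065% of the CD45 lo values were at 3 counts or fewer. In 24 of the 38 genes every CD45 hi library was above 3 counts, so that transcripts missed down to that level do not account for these. A partial loss that leaves more than 3 counts was not tested. The diet calls may depend on a spread taken in part from the CD45 lo libraries, and since 7 of 35 splits of the CD45 hi libraries gave at least 38 genes, they cannot be told apart from an accident of grouping. In the CD45 lo libraries, which vary less, 0 genes were called between diets (123 with an unadjusted p under 0.05).

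Lists of marker genes were written for 5 cell types or states. Values by library had been seen for 6 of 12 neutrophil, 3 of 8 neutrophil precursor and 5 of 12 border-associated macrophage markers when the lists were written, and for 0 of the 12 monocyte and 0 of the 12 disease-associated microglia markers. The paper's own list of top CD45 hi genes holds 2, 0, 8, 5 and 4 of them. A test on a list chosen in this way cannot decide whether a cell type is present. In WD-fed mice the median log2 fold change of CD45 hi against CD45 lo cells was 4.31 for the neutrophil, 3.85 for the border-associated macrophage, 3.98 for the monocyte, 2.78 for the disease-associated microglia and 1.05 for the neutrophil precursor markers (7 of 8 tested). Border-associated macrophages are those of the meninges and perivascular spaces, which the paper does not discuss. *Ly6g*, whose protein the paper used to mark granulocyte-like cells, and *Csf3r* are not in the neutrophil list. *Ly6g* had 0.843 ± 1.46 cpm in CD45 hi and 0.798 ± 0.743 cpm in CD45 lo cells of WD-fed mice (SD). In CD-fed mice it had 2.86 ± 3.51 and 0.589 ± 0.434 cpm. For *Csf3r* these were 649 ± 59.2 and 684 ± 87.9 cpm in WD-fed and 729.5 ± 135 and 551 ± 65.5 cpm in CD-fed mice. Resident and infiltrating cells that express the same genes cannot be told apart by these values.

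None of the 5 lists passed 0.05 between diets in CD45 hi cells (2-sided exact permutation tests of 4 against 3 libraries). In the observed direction the smallest p that these values can give is 0.0571 for the neutrophil, neutrophil precursor and monocyte lists, which could therefore not pass, and 0.0286 for the other 2. The tests do not show that diet leaves the lists unchanged. The neutrophil list was lower in WD than in CD libraries (difference of -1.21 log2 units, exact permutation p = 0.0571, 0.0952 after Benjamini-Hochberg adjustment), with each of the 3 WD libraries below each of the 4 CD libraries. The border-associated macrophage list differed by -0.54 (permutation p = 0.0571, adjusted 0.0952), the disease-associated microglia list by 0.35 (permutation p = 0.0571, adjusted 0.0952), both with overlapping libraries, the neutrophil precursor list by -0.64 (permutation p = 0.657, adjusted 0.657) and the monocyte list by 0.37 (permutation p = 0.4, adjusted 0.5). Single libraries weighed on part of these differences. The border-associated macrophage score was 6.10 in replicate 1 of WD-fed mice, 7.45 and 7.27 in the other WD libraries and 7.36 to 7.58 in CD libraries. The neutrophil precursor score was 6.61 in replicate 2 of CD-fed mice, 2.23 to 3.86 in the other CD libraries and 2.59 to 4.75 in WD libraries. Counts scaled to library size describe the make-up of the sorted cells and not their number.

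The paper proposes that cells with osteopontin, the product of *Spp1*, and without IBA1 are activated neutrophils. *Spp1* was set against the 5 lists over the 7 CD45 hi libraries. With the neutrophil list Spearman's rho was -0.14 (permutation p = 0.783) and Pearson's r -0.24 (permutation p = 0.583), and r was -0.61 without the 2 libraries farthest from the median. With the border-associated macrophage list rho was -0.36 (permutation p = 0.444) and r -0.28 (permutation p = 0.71), 0.08 without the 2. With the neutrophil precursor list rho was 0.32 (permutation p = 0.498) and r -0.07 (permutation p = 0.897), 0.32 without the 2. With the monocyte list rho was 0.54 (permutation p = 0.236) and r 0.62 (permutation p = 0.0974), 0.17 without the 2. With the disease-associated microglia list rho was 0.68 (permutation p = 0.11) and r 0.65 (permutation p = 0.141), 0.81 without the 2. After adjustment over the 5 lists the p of rho was 0.783, 0.622, 0.622, 0.59 and 0.55 in this order. No list was shown to follow *Spp1*, and 4 and 3 libraries are too few to test the relation within a diet. Bulk values of sorted cells do not show which cell makes a transcript.

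Markers of CD45 hi cells in CD45 lo libraries were compared with carry-over in sorting. If CD45 hi cells entered the CD45 lo gate, each CD45 hi marker should be found there at about the same percent of its CD45 hi level. In CD-fed mice the median was 3.20% for neutrophil, 5.31% for monocyte, 7.12% for border-associated macrophage and 69.9% for neutrophil precursor markers, and in WD-fed mice 5.07%, 6.41%, 6.93% and 48.2%. For disease-associated microglia markers they were 19.5% and 15.1%. Single markers differed more than the medians. In WD-fed mice they ran from 0.117% to 37.9% for neutrophil, 0.404% to 29.8% for monocyte, 3.14% to 62.7% for border-associated macrophage and 5.02% to 127% for disease-associated microglia markers. A common percent for all markers does not describe these values, but part of the lists was chosen from values seen and CD45 lo cells can express the same genes, so that some carry-over can neither be shown nor excluded.

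Over the 7 CD45 hi and CD45 lo pairs, the lists were also compared by both numberings, 5 lists in each. By the numbers in the file names, rho was 0.93 for neutrophil precursors (permutation p = 0.00675, adjusted 0.0338), 0.86 for neutrophils (permutation p = 0.0238, adjusted 0.0397), 0.86 for border-associated macrophages (permutation p = 0.0238, adjusted 0.0397), 0.54 for monocytes (permutation p = 0.236, adjusted 0.236) and 0.61 for disease-associated microglia (permutation p = 0.167, adjusted 0.209). Pearson's r was 0.93 (permutation p = 0.00397), 0.85 (0.019), 0.21 (0.489), 0.32 (0.524) and 0.70 (0.0823), and without the 2 farthest 0.75, 0.75, 0.72, 0.90 and -0.27. By the numbers in the sample titles, rho was 0.43 (permutation p = 0.354, adjusted 0.442), 0.64 (0.139, 0.348), 0.86 (0.0238, 0.119), 0.54 (0.236, 0.393) and 0.29 (0.556, 0.556). Pearson's r was 0.60 (permutation p = 0.162), 0.73 (0.0637), 0.83 (0.0187), 0.48 (0.281) and 0.18 (0.669), and without the 2 farthest -0.62, 0.36, 0.73, 0.39 and 0.13. The pairs come from 2 diets, with too few in each to test alone, and the lists were partly chosen from values seen. Which numbering marks the mouse cannot be told from these correlations. The numbers in the sample titles start anew in each group. Each number in the file names occurs at most once per cell type over both diets, as a number given to each mouse would. The labels do not say what either numbering marks.

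Mitochondrial genes took 17.7% to 20.5% of the counts in CD45 hi and 7.99% to 10.9% in CD45 lo libraries, and *mt-Rnr2* alone 11.5% to 13.3% and 5.57% to 7.73%. The TMM factors were 0.862 to 0.967 in CD45 hi and 1.077 to 1.111 in CD45 lo libraries. A share that differs this much between cell types could bias the comparison through normalization, but without the mitochondrial genes 762 genes were called in WD-fed mice against 775, of which 757 were the same, and 596 in CD-fed mice. The top lists, which depend on a limit of 100 cpm, changed from 60 to 74 CD45 hi genes, with all 60 among the 74, and from 27 to 26 CD45 lo genes. Removing these genes raises the cpm of all remaining genes of a library alike, so that more CD45 hi genes passing a fixed limit follows from the rescaling and shows nothing particular about the list. A biological difference in mitochondrial content and a difference in RNA quality or poly(A) selection cannot be told apart here.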
